# Macrophage AMPK β1 activation by PF-06409577 reduces the inflammatory response, cholesterol synthesis, and atherosclerosis in mice

**DOI:** 10.1016/j.isci.2023.108269

**Published:** 2023-10-20

**Authors:** Emily A. Day, Logan K. Townsend, Sonia Rehal, Battsetseg Batchuluun, Dongdong Wang, Marisa R. Morrow, Rachel Lu, Lucie Lundenberg, Jessie H. Lu, Eric M. Desjardins, Tyler K.T. Smith, Amogelang R. Raphenya, Andrew G. McArthur, Morgan D. Fullerton, Gregory R. Steinberg

**Keywords:** Immunology

## Abstract

Atherosclerotic cardiovascular disease is characterized by both chronic low-grade inflammation and dyslipidemia. The AMP-activated protein kinase (AMPK) inhibits cholesterol synthesis and dampens inflammation but whether pharmacological activation reduces atherosclerosis is equivocal. In the current study, we found that the orally bioavailable and highly selective activator of AMPKβ1 complexes, PF-06409577, reduced atherosclerosis in two mouse models in a myeloid-derived AMPKβ1 dependent manner, suggesting a critical role for macrophages. In bone marrow-derived macrophages (BMDMs), PF-06409577 dose dependently activated AMPK as indicated by increased phosphorylation of downstream substrates ULK1 and acetyl-CoA carboxylase (ACC), which are important for autophagy and fatty acid oxidation/*de novo* lipogenesis, respectively. Treatment of BMDMs with PF-06409577 suppressed fatty acid and cholesterol synthesis and transcripts related to the inflammatory response while increasing transcripts important for autophagy through AMPKβ1. These data indicate that pharmacologically targeting macrophage AMPKβ1 may be a promising strategy for reducing atherosclerosis.

## Highlights

• AMPKβ1 specific activator PF-06409577 potently activates AMPK in macrophages
• PF-06409577 reduces atherosclerosis via myeloid AMPK β1 in mice
• AMPK activation by PF-06409577 reduces NF-κB and inflammatory pathways in macrophages

## Introduction

Atherosclerotic cardiovascular disease is one of the leading causes of death worldwide. Risk factors for atherosclerotic disease include high levels of low-density lipoprotein (LDL) cholesterol, and triglyceride rich lipoproteins (TGRL).^1^^,^^2^ In addition to hyperlipidemia, inflammation, including both the innate and adaptive immune system, are fundamental drivers of atherosclerosis.^3^^,^^4^ Atherosclerotic plaques are rich in both cholesterol and immune cells, specifically macrophages, resulting in the accumulation of lipid laden macrophages (also referred to as foam cells) within the intima of large blood vessels. These macrophage rich atherosclerotic plaques can be further characterized by lipid accumulation, inflammatory cytokine release, recruitment of additional immune cells, cellular death (apoptosis or necrosis) and fibrosis within the arterial walls.

The AMP-activated protein kinase (AMPK) is a ubiquitously expressed heterotrimeric protein that consists of an α, β, and γ subunit. The activation of AMPK reduces the synthesis of fatty acids and cholesterol, inflammation and cell proliferation while simultaneously enhancing fatty acid oxidation, mitochondrial homeostasis, and autophagy^5^^,^^6^^,^^7^^,^^8^^,^^9^^,^^10^; pathways which are dysregulated in atherosclerotic cardiovascular disease.^11^^,^^12^^,^^13^^,^^14^^,^^15^ AMPK is activated by a wide range of small molecules and xenobiotics that disrupt mitochondrial function leading to increases in AMP/ADP (i.e., berberine, metformin, and canagliflozin) or mimic the effects of AMP/ADP (i.e., AICAR) (for more details see reviews by Day et al.^16^ and Steinberg et al.^17^). However, given increases in AMP/ADP have a wide array of effects on multiple metabolic enzymes and many compounds were developed with a focus on alternative metabolic targets (i.e., SGLT2 inhibition) some of the beneficial effects of these agents to reduce atherosclerosis are likely mediated through pathways not requiring AMPK.^18^^,^^19^^,^^20^^,^^21^ Adding to the uncertainty about the role of AMPK in atherosclerosis is that the effects of genetically removing various AMPK subunits on atherosclerosis are equivocal with some studies showing no effect, increases, or reduced atherosclerosis.^5^^,^^14^^,^^21^^,^^22^^,^^23^^,^^24^

Over the last decade, several small molecules which directly bind to the regulatory AMPKβ1 isoform and allosterically activate the kinase without disrupting mitochondrial function have been developed for treating metabolic diseases including type 2 diabetes, metabolic associated fatty liver disease (MAFLD, formerly known as NAFLD) and autosomal dominant polycystic kidney disease (ADPKD) (for more details see reviews by Day et al.^16^ and Steinberg et al.^17^). The β1 subunit of AMPK is highly expressed in the liver, adipose tissue, and immune cells. AMPK β1 is critical for suppressing lipid synthesis in the hepatocytes and macrophage inflammation and increasing fatty acid oxidation in both hepatocytes and macrophages,^5^^,^^21^^,^^25^^,^^26^^,^^27^ suggesting that targeting this subunit may be beneficial for cardiometabolic diseases such as SLD and atherosclerosis.

PF-06409577 is an orally bioavailable, indole carboxylic acid, that selectively binds to the allosteric drug and metabolite (AdaM) site of the AMPK β1 isoform, leading to allosteric activation with an EC50 of approximately 3.3 nM with limited off target effects.^28^^,^^29^ In contrast to previous β1 selective AMPK activators such as A769662, PF-06409577 is more potent and has more favorable pharmacokinetic properties for oral administration, in rats, dogs, and monkeys.^28^ Specifically, dose response studies in mice indicated that maximal inhibition of liver *de novo* lipogenesis occurred with oral delivery in methylcellulose at 100 mg/kg, a dose which corresponded with serum concentrations of ∼8 nM, and is consistent with the EC50 for maximally activating AMPKβ1 complexes in cell free assays.^29^ And while previous studies have shown that treatment of mice and non-human primates with PF-06409577 lowers liver steatosis and serum cholesterol^29^ the effects of targeting the AMPK β1 subunit with PF-06409577 in macrophages and mouse models of atherosclerosis is currently unknown.

In the current study we find that PF-06409577 reduces atherosclerosis in ApoE^−/−^ and PCSK9 over-expression mouse models through a pathway requiring the AMPK β1 isoform. Surprisingly, these reductions in atherosclerosis were not associated with changes in hepatic or serum lipid levels. Instead, we found that PF-06409577 induced reductions in atherosclerosis required AMPK β1 in myeloid cells and this dose dependently activated AMPK in bone marrow-derived macrophages (BMDMs) reducing cholesterol and fatty acid synthesis, lowering the expression of inflammatory response and I-kappaB kinase/NF-κB regulated transcripts and increasing the expression of transcripts important for autophagy. These data suggest that activating AMPK β1 complexes in macrophages may be important for reducing atherosclerosis.

## Results

### PF-064095777 reduces atherosclerosis via AMPK β1 in ApoE^−/−^ mice independently of reductions in circulating triglycerides or cholesterol

Whole body ApoE^−/−^ or ApoE^−/−^ AMPKβ1^−/−^ mice were fed a Western diet and treated daily with PF-06409577. PF-06409577 did not alter body mass, adiposity, lean mass, or insulin sensitivity in ApoE^−/−^ or ApoE^−/−^ AMPKβ1^−/−^ mice over the 6-week treatment period (Figures S1A–S1E) while having a very minor effect on improving glucose tolerance (Figures S1F and S1G). Despite similar adiposity and insulin sensitivity, PF-06409577 reduced atherosclerotic plaques size by ∼ 45% in the aortic root of ApoE^−/−^ but not ApoE^−/−^ AMPKβ1^−/−^ mice (Figures 1A and 1B). Similarly, although not significant, PF-06409577 treatment tended to reduce necrotic area within the plaques of ApoE^−/−^ but not ApoE^−/−^ AMPKβ1^−/−^ (Figure 1C). In contrast to observations in hyperlipidemic rats or non-human primates where PF-06409577 reduced serum triglycerides and cholesterol, surprisingly there were no effects on these parameters in ApoE null mice (Figures 1D and 1E). Consistent with the lack of liver steatosis and inflammation in ApoE mice there was no change in liver lipids or the mRNA expression of markers of liver monocyte or macrophage infiltration (*F4/80*) or inflammatory cytokines (*Tnfα* or *Il1b*) following treatment with PF-06409577 in either genotype (Figures S2A–S2E). These data indicate that PF-06409577 reduces atherosclerosis in ApoE null mice through a mechanism requiring AMPKβ1 but is independent of reductions in serum cholesterol in this model.

**Figure 1:**
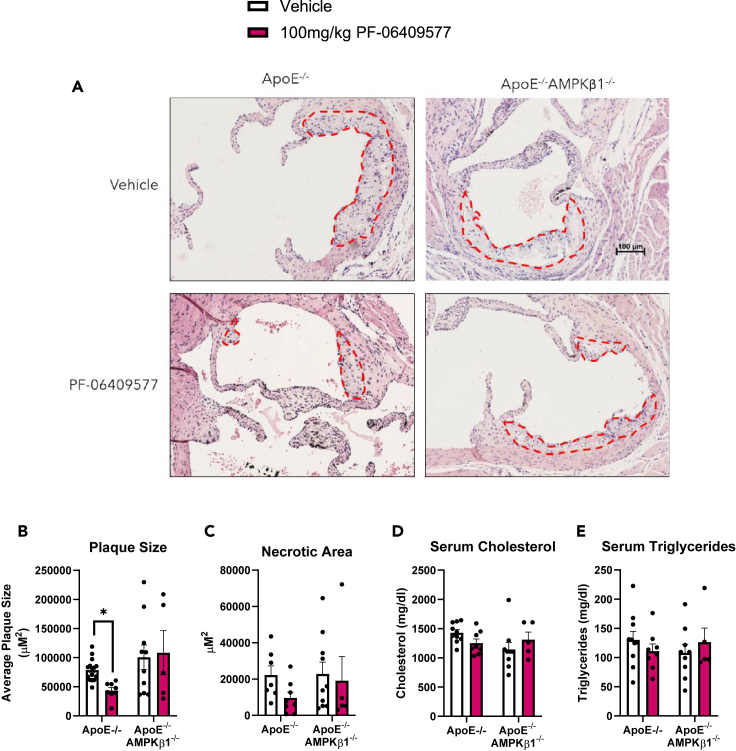
PF-064095777 reduces Atherosclerosis via AMPK β1 in ApoE^-/-^ mice independently of reductions in circulating triglycerides or cholesterol ApoE^−/−^ and ApoE^−/−^ AMPK β1^−/−^ mice were fed a Western diet and treated with vehicle or 100 mg/kg PF-06409577 by oral gavage. (A) Representative images of plaques in the aortic root, with plaques outlined in red, scale bar represents 100 μM, (B) plaque quantification, (C) necrotic area, (D) serum cholesterol, and (E) triglycerides. Data are presented as mean ± SEM, ∗ indicates p < 0.05 by two-way ANOVA with Fisher’s LSD post-hoc testing.

### PF-06409577 induced reductions in atherosclerosis involves myeloid AMPKβ1

Given serum cholesterol levels were unchanged in the ApoE^−/−^ mice, we hypothesized that PF-06409577 may reduce atherosclerosis by activating AMPKβ1 complexes within immune cells, including macrophages. To test this hypothesis, we crossed mice with Cre-recombinase expression driven by the LysM promoter to mice with the AMPKβ1 allele floxed (hereafter referred to as AMPKβ1^fl/fl^ or AMPKβ1^LysM^) to generate myeloid specific AMPK β1^−/−^ mice. Isolation of peritoneal macrophages showed an ∼80% reduction in AMPKβ1 with no change in AMPKβ2 expression and a greater than 50% reduction in phosphorylation of acetyl-CoA carboxylase (ACC) (Figures 2A–2D), indicating significant reductions in AMPK activity in the macrophage compartment.

**Figure 2:**
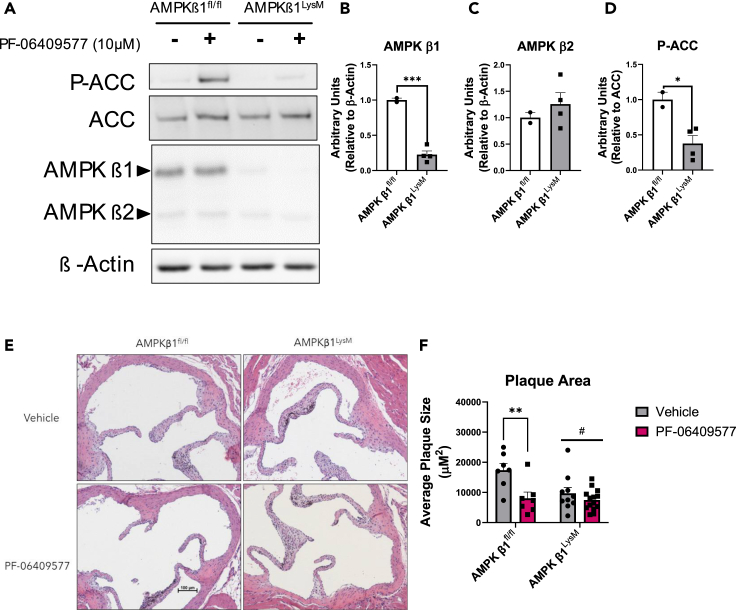
PF-06409577 reduces atherosclerosis via macrophage AMPK activation (A–D) Peritoneal macrophages were isolated from AMPK β1^fl/fl^ and AMPK β1^LysM^ mice. (A) AMPK levels and phosphorylation of ACC following treatment with PF-06409577 (10 μM, 90 min) were detected by western blot and (B–D) quantified using ImageJ data are presented as mean ± SEM, ∗ indicates p < 0.05 and ∗∗∗ indicates <0.005 by unpaired t test. AMPK β1^fl/fl^ and AMPK β1 ^LysM^ mice were injected with PCSK9 AAV, fed a Western diet and treated with Vehicle or 100 mg/kg PF-06409577 by oral gavage for 6 weeks. (E and F) Representative plaque images, scale bar represents 100 μM and quantification. Data are presented as mean ± SEM, # indicates p < 0.05 in overall group effect my two-way ANOVA, ∗ indicates p < 0.05 by two-way ANOVA with Fisher’s LSD post-hoc testing.

To induce atherosclerosis in AMPKβ1^fl/fl^ or AMPKβ1^LysM^ mice, we injected a gain-of-function PCSK9 AAV via the tail vein to over-express PCSK9 in the liver, which leads to reductions in the liver LDLr and increases in serum cholesterol when mice are fed a Western diet.^24^^,^^30^^,^^31^ As anticipated, injection with the PCSK9 AAV resulted in a 20-fold increase in serum PCSK9 in both AMPKβ1^fl/fl^ or AMPKβ1^LysM^ mice (Figure S3A). Daily oral gavage with PF-06409577 resulted in a subtle reduction in body weight in both AMPKβ1^fl/fl^ and AMPKβ1^LysM^ mice compared to vehicle controls (Figure S3B). Treatment with PF-06409577 did not alter serum or liver cholesterol and exerted only modest effects on serum and liver triglycerides (Figures S3C–S3F). Despite similar serum and liver lipid profiles, PF-06409577 reduced atherosclerotic plaque size in AMPKβ1^fl/fl^ but not AMPKβ1^LysM^ mice (Figures 2E and 2F). Consistent with previous studies,^5^ AMPKβ1^LysM^ mice had smaller atherosclerotic plaques than WT controls (Figures 2E and 2F). These data indicate that PF-06409577 reduces atherosclerosis in mice injected with a PCSK9 AAV and that AMPKβ1 in myeloid cells may be important for mediating this effect.

### Treatment of macrophages with PF-06409577 activates AMPK and markers of autophagy while reducing fatty acid and cholesterol synthesis and genes related to the inflammatory response and I-kappaB kinase/NF-κB

To evaluate the molecular pathways being affected in macrophages we isolated BMDM from WT and AMPKβ1 null mice and conducted a dose response with PF-06409577. PF-06409577 increased the phosphorylation of downstream targets of AMPK, ACC, and ULK1, following 1.5 h of treatment at 1 μM, 3 μM, and 10 μM doses in WT but not AMPK β1^−/−^ macrophages (Figures 3A–3C). These effects are consistent with previous dose responses with PF-06409577 in murine, rat, monkey, and human hepatocytes.^29^ Additionally, when compared to A-769662 at 100 μM, the first generation AMPKβ1 selective activator,^24^^,^^32^^,^^33^ there was a greater increase in phosphorylation of ACC and ULK1 with just 10 μM of PF-06409577, indicating much greater potency for activating AMPK.

**Figure 3:**
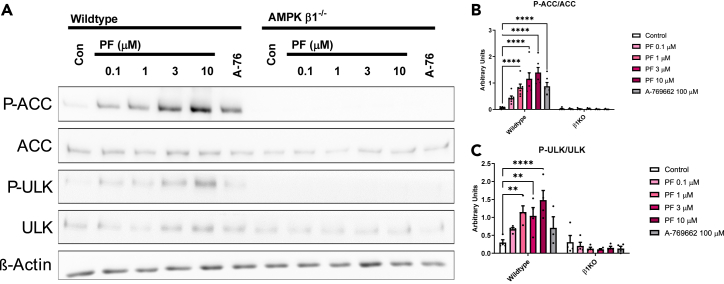
PF-06409577 activates AMPK in macrophages Bone marrow derived macrophages were isolated from wildtype and AMPK β1^−/−^ mice. (A–C) cells were treated with indicated concentrations of PF-06409577(PF) or A-769662(A-76) (100 μM) for 90 min in serum free media. Total and phosphorylation ACC and ULK were measured by immunoblotting. Data are mean ± SEM, ∗ indicates p < 0.05 by two-way ANOVA with Dunnet's post-hoc testing, n = 3.

RNA sequencing in WT and AMPKβ1^−/−^ BMDMs indicated that PF-06409577 was highly specific for AMPKβ1, with distinct clustering found by principal component analysis (PCA) analysis (Figure 4A). 

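Bone marrow-derived macrophages (BMDMs) from WT and AMPKβ1-/- mice received vehicle (0.1% DMSO) or 10 μM PF-06409577 (PF) for 6 h, and RNA sequencing gave 3 libraries for each of the 4 groups. The authors trimmed the reads with Trim Galore and quantified transcripts with Salmon. The values used here are Salmon's estimated counts per gene, rounded to whole numbers and not normalized. Between 8935609 and 14358180 counts per library were assigned to genes. In WT BMDMs the median was 10894603 counts with vehicle (range 10621863 to 11536794) and 12459254 with PF (range 11032530 to 13073445). In AMPKβ1-/- BMDMs it was 10480341 with vehicle (range 8935609 to 14358180) and 10816156 with PF (range 9904458 to 11959580). The depth stated in the paper's methods, about 12.5 M paired-end reads per sample, is the paper's value for the reads, and the values here use the counts assigned to genes. From 12088 to 12530 genes had a count in a library. A gene listed at 0 in a library could still have 3 counts at this depth, which is 0.209 to 0.336 CPM (edgeR's counts relative to the normalized library size) depending on the library, and this floor covers counting error only.
Counts were scaled by edgeR's TMM method, with factors from 0.881 to 1.09. The low-count filter of edgeR left 10822 genes, which were tested in one fit to all 12 libraries with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over these genes. As in the paper's methods, a differentially expressed gene (DEG) had an adjusted p below 0.05 and a log2 fold change above 0.8 or below −0.8. CPM values are means ± SD over the 3 libraries of a group, and standard errors (SE) of log2 fold changes are approximate, derived from the fold change and its F statistic. Genes are named by symbol, as the counts list them, and positions are from GENCODE M21 on GRCm38, since the paper's text does not name the genome build.
*Prkab1*, which encodes AMPKβ1, lies on chromosome 5 from 116013586 to 116024508. It had 406, 479 and 455 counts in the WT vehicle libraries and 489, 399 and 490 in the WT PF libraries, against 92, 118 and 57 with vehicle and 108, 120 and 85 with PF in AMPKβ1-/- BMDMs. Every WT library had at least 37.3 CPM of *Prkab1* and every AMPKβ1-/- library at most 9.42 CPM. Between the vehicle groups the log2 fold change of AMPKβ1-/- against WT was −2.57 (SE 0.12, adjusted p = 8.85e-09 from edgeR). PF did not change *Prkab1* detectably in WT BMDMs (log2 fold change −0.18, adjusted p = 0.227). Of the other AMPK subunit genes, *Prkab2*, *Prkag1* and *Prkag2* had log2 fold changes with PF in WT of 0.12, −0.19 and −0.18 and adjusted p values of 0.734, 0.189 and 0.208. The sign of *Prkab2* reversed, to −0.043, without WT PF library 3. *Prkaa1* rose by 0.36 (SE 0.14, adjusted p = 0.0838). Without WT PF library 1 its adjusted p was 0.0276, within a range of 0.0276 to 0.71 over its alternatives, and the sign reversed, to −0.093, with the trend in GC content and gene length removed. *Prkaa2* was at or under the floor in every group but AMPKβ1-/- PF, and *Prkag3* is not among the genes of the counts.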

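PCA of the VST counts of the 12 libraries over the 500 most variable genes placed 90.3% of the variance on PC1 and 2.44% on PC2. On PC1 the WT vehicle libraries lay between −24.3 and −12.9 and the WT PF libraries between −15.9 and −5.55, so that these groups overlapped. The AMPKβ1-/- libraries lay between 5.55 and 13.2 with vehicle and between 15.0 and 22.2 with PF. The gap between the nearest WT and AMPKβ1-/- libraries was 11.1. A permutation test over the labels of the 4 groups gave a pseudo-F of 18.4 (p = 0.00039, 100000 permutations). Exact permutation tests between pairs of groups, for which 3 against 3 libraries allow no p below 0.1, gave p = 0.2 for PF against vehicle in WT (pseudo-F 1.88), p = 0.1 in AMPKβ1-/- BMDMs (3.63) and p = 0.1 for AMPKβ1-/- against WT with vehicle (24.5).
The libraries also differed in how their counts followed the GC content of the genes, measured as the slope of each gene's deviation from its mean log2 CPM over the libraries, per 10 percentage points of GC. In WT BMDMs the slopes were 0.74, 0.36 and 0.53 with vehicle and 0.37, 0.15 and −0.085 with PF. In AMPKβ1-/- BMDMs they were −0.094, −0.37 and −0.35 with vehicle and −0.50, −0.32 and −0.43 with PF. The mean slope with PF against vehicle was 0.14 against 0.54 in WT (exact permutation test, two-sided, p = 0.2) and −0.42 against −0.27 in AMPKβ1-/- BMDMs (p = 0.3), and AMPKβ1-/- against WT with vehicle gave p = 0.1. Of the alternatives tried, removing the trend in GC content and gene length from each library moved the variance on PC1 most, to 71.9%. On PC1, 2 of the WT PF libraries then lay within the range of the WT vehicle libraries. On PC2, which then held 6.82%, the WT groups did not overlap. The WT vehicle libraries lay between 2.07 and 5.22 and the WT PF libraries between −6.47 and −1.73. The AMPKβ1-/- vehicle and PF libraries overlapped there. The exact permutation test between the WT groups again gave p = 0.2 (pseudo-F 1.78).

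**Figure D1:**
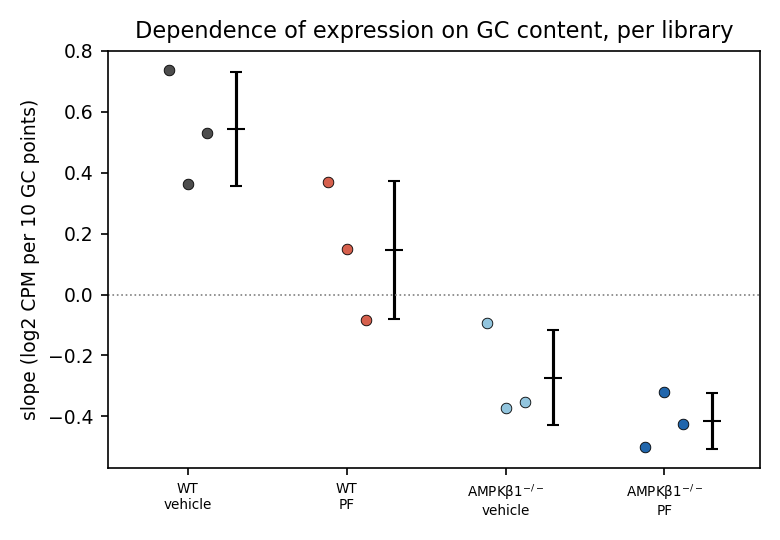
Slope of log2 CPM on GC content (log2 per 10 percentage points) for each of the 12 libraries by group, with points for libraries and the group mean ± SD (n = 3) beside them. The slopes run from 0.74 in a WT vehicle library to −0.50 in an AMPKβ1-/- PF library, and those of the WT vehicle and PF groups overlap.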

Further, examination of differentially regulated genes found that in WT mice PF-06409577 resulted in upregulation of 879 genes and downregulation of 674 genes with minimal changes to gene expression in AMPKβ1^−/−^ macrophages (Figures 4B and 4C). 

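In WT BMDMs 165 of 10822 genes were DEGs with PF, 125 higher and 40 lower. An adjusted p below 0.05 without the fold change threshold gave 756 higher and 969 lower genes, with a median size of the log2 fold change of 0.43. In AMPKβ1-/- BMDMs 6 genes were higher and 0 lower, and an unadjusted p below 0.05 was reached by 464 higher and 75 lower genes, against 1860 and 1963 in WT. The PF and vehicle libraries did not overlap for 3490 genes (32.2%) in WT and 1568 genes (14.5%) in AMPKβ1-/- BMDMs, where chance gives 10%. Single libraries moved the count in WT. Without WT PF library 1 there were 387 higher and 72 lower DEGs, without WT PF library 2 there were 53 and 23, and without WT PF library 3 there were 22 and 23. There were 33, 301 or 71 higher DEGs without WT vehicle library 1, 2 or 3, and without WT vehicle library 3 there were 24 lower DEGs. The 6 DEGs of AMPKβ1-/- BMDMs were *Zfp677*, *Arhgap5*, *Ccdc88a*, *Rock1*, *Phip* and *Rb1cc1*, with log2 fold changes of 2.05, 1.59, 1.41, 1.19, 1.03 and 0.92 and adjusted p values from 0.0339 to 0.0414. No gene was a DEG once AMPKβ1-/- vehicle library 1, 2 or 3 or AMPKβ1-/- PF library 1 or 3 was left out, with 270, 462, 457, 272 and 310 higher genes at an unadjusted p below 0.05. In fits to the libraries of each genotype alone, edgeR gave 77 DEGs in WT and 38 in AMPKβ1-/- BMDMs, and DESeq2 gave 81 and 48. All other counts of genes are from edgeR's test.
In WT the gene with the smallest p was *Cx3cr1* (chromosome 9, 119901616 to 120069879), which fell from 183 ± 2.97 to 88.2 ± 3.11 CPM (SD, n = 3), a log2 fold change of −1.05 (SE 0.067, adjusted p = 6.6e-07 from edgeR), while in AMPKβ1-/- BMDMs its log2 fold change was −0.057. Among DEGs whose PF and vehicle libraries did not overlap, the largest rises were those of *Gm15446*, *Abca5* and *Ranbp6* and the largest falls those of *Nrg2*, *Rnaset2a* and *Neurl1a*, all genes of low counts. *Gm15446* had at most 2 counts in a WT vehicle library, under the floor of 3 counts, and a mean of 0.546 CPM with PF (adjusted p = 0.0286). *Abca5* and *Ranbp6* rose by 1.86 (SE 0.46) and 1.70 (SE 0.44) on the log2 scale. *Nrg2*, *Rnaset2a* and *Neurl1a* had log2 fold changes of −2.02 (SE 0.44), −2.01 (SE 0.51) and −1.83 (SE 0.37). Without WT vehicle library 1 the adjusted p of *Gm15446*, *Abca5*, *Ranbp6* and *Rnaset2a* was 0.105, 0.0632, 0.0657 and 0.0592, and without WT vehicle library 3 it was 0.0792, 0.0591, 0.0772 and 0.0537. Without WT PF library 3 the adjusted p of *Gm15446*, *Abca5* and *Ranbp6* was 0.0763, 0.0839 and 0.108, and without WT PF library 2 that of *Gm15446* and *Ranbp6* was 0.0928 and 0.0615. Reads of *Gm15446* and *Rnaset2a* could be shared with paralogs, which was not analysed here.
The log2 fold changes with PF followed the GC content of the genes, with a Spearman correlation across genes of −0.71 in WT and −0.45 in AMPKβ1-/- BMDMs (genes are not independent replicates). The median GC content of the DEGs in WT was 43.3% for higher and 56.6% for lower genes, against 50.6% for the tested genes. With the trend in GC content and gene length removed from each library there were 26 higher and 28 lower DEGs in WT, of which 35 were among the 165.
The difference in response between the genotypes was tested as an interaction, and 9 genes had a more positive and 8 a more negative response in WT. These counts moved to 3 and 1 without AMPKβ1-/- vehicle library 2 and to 59 and 25 without WT PF library 1. Of the 165 DEGs, 12 had an interaction adjusted p below 0.05, and 136 moved in the same direction in AMPKβ1-/- BMDMs. The higher DEGs had a median log2 fold change of 0.95 in WT and 0.23 in AMPKβ1-/- BMDMs, and the lower DEGs −1.08 and −0.11. The paper states that PF-06409577 was highly specific for AMPKβ1, with distinct clustering by PCA, and reports the differentially regulated genes of each genotype further on.

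**Figure D2:**
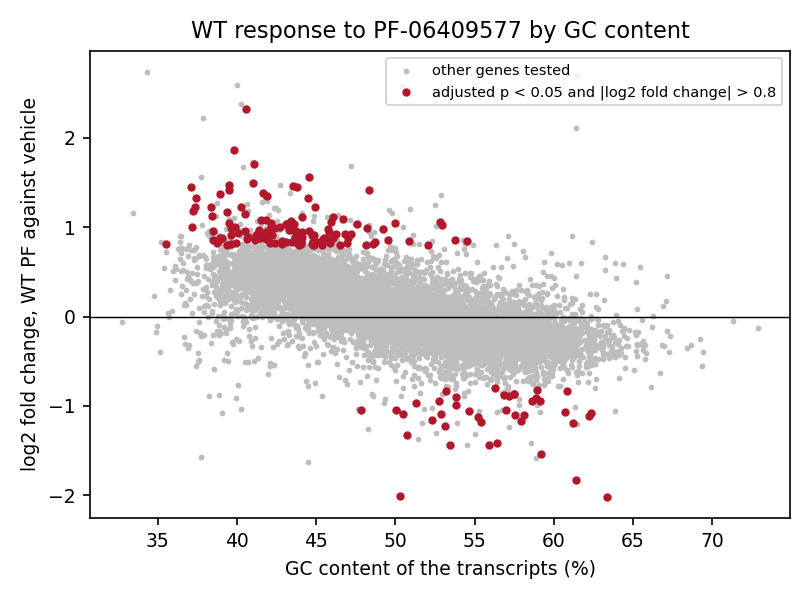
Log2 fold change with PF against vehicle in WT BMDMs (vertical axis) by GC content in percent (horizontal axis) for the tested genes, each point a gene, with the DEGs marked. Higher DEGs sit mostly at low GC content (median 43.3%) and lower DEGs at high GC content (median 56.6%).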

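The heatmap of Fig. 4D labels 30 genes, and all 30 passed the low-count filter. In WT BMDMs 11 of them were DEGs with PF, and 29 changed in the direction the figure shows. With WT vehicle library 1, 2 or 3 left out, 2, 13 or 5 of the 30 were DEGs, and with WT PF library 1, 2 or 3 left out, 12, 3 or 3 were. By edgeR's p value their ranks among 10822 genes ran from 186 to 9487, with a median of 2547.5, and 0 of the 30 were among the 50 genes with the smallest p. Of those 50 genes, 14 had a log2 fold change above 0.8 or below −0.8. The largest changes of the 30 labelled genes, apart from *Abca5* and *Ranbp6*, were rises of *Zfp874a* (log2 fold change 1.50, SE 0.29, adjusted p = 0.0057) and *Lztfl1* (1.45, SE 0.36, adjusted p = 0.0186) and falls of *Gm21992* (−1.44, SE 0.41, adjusted p = 0.034) and *Pilra* (−1.09, SE 0.21, adjusted p = 0.00543). Without WT vehicle library 1 or 3 or WT PF library 2 or 3 the adjusted p of *Lztfl1* was 0.0571, 0.0617, 0.0625 or 0.108. That of *Gm21992*, without WT vehicle library 1 or 3 or WT PF library 1 or 2, was 0.112, 0.0668, 0.0517 or 0.111.
Of the regulators of transcription among the labelled genes, *Klf8* lies on chromosome X from 153237466 to 153396132, *Zfp322a* on chromosome 13 from 23353103 to 23369208 and *Klf7* on chromosome 1 from 64029447 to 64122282. *Klf8* had 2.15 ± 0.752 CPM with vehicle and 4.27 ± 0.822 CPM with PF in WT (SD, n = 3), higher in every PF library than in every vehicle library. Its log2 fold change was 0.97 (SE 0.27, adjusted p = 0.0262), against 0.33 in AMPKβ1-/- BMDMs, a difference that was not detectable (interaction adjusted p = 0.438). The adjusted p of *Klf8* was 0.102, 0.0952 or 0.0769 without WT vehicle library 1, WT PF library 2 or WT PF library 3, and over all its alternatives it ran from 0.012 to 0.156, the highest with the GC and length trend removed. *Zfp322a* had 1.16 ± 0.136 CPM with vehicle and 1.82 ± 0.775 CPM with PF in WT (SD, n = 3), and its log2 fold change of 0.67 (SE 0.34, adjusted p = 0.169) was within the spread of the libraries. In AMPKβ1-/- BMDMs it was 0.74 (SE 0.23, unadjusted p = 0.00552, adjusted p = 0.479), with more CPM in every PF library than in every vehicle library. For *Klf7*, with 5.17 ± 1.16 and 6.39 ± 1.9 CPM (SD, n = 3), the change of 0.30 (SE 0.23, adjusted p = 0.348) was also within the spread. The Zfp genes resemble one another in sequence, and reads shared among them were not analysed here.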

When examining the top 50 most differentially expressed genes (DEGs) (Figure 4D), it was notable that several of these genes are involved in regulation of transcription including RNA Pol II, including *Klf8*, *Zfp322a*, and *Klf7*. To gain a more descriptive understanding of the pathways being altered we performed gene ontology analysis of the DEGs. Interestingly, GO terms that were most significantly downregulated included structural elements including regulation of cell shape and actin cytoskeleton organization, but also inflammatory response, immune system processes, phagocytosis and I-kappaB kinase/NF-κB signaling (Figure 4E). Specifically, downregulated transcripts regulated by I-kappaB kinase/NF-κB included *Rela*, also known as p65 of NFkB, and *Nfkb2*, *Tlr9*, *Mapk14*, and *IRF8* (Table S1).

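The genes that Table S1 lists under each downregulated term were looked up in the counts. They were chosen by the study on the same libraries, so their counts are a description and not independent evidence, and actin cytoskeleton organization, whose list is incomplete in the table, was not used here. All genes listed under the 5 terms described here fell in WT BMDMs. Under immune system process, 48 of 50 genes had an adjusted p below 0.05 in edgeR's test and 2 were DEGs, with a median log2 fold change of −0.40 in WT and −0.059 in AMPKβ1-/- BMDMs. Under regulation of cell shape, 23 of 25 genes had an adjusted p below 0.05 and 0 were DEGs (medians −0.42 and −0.024), and under phagocytosis these counts were 16 of 17 and 0 (medians −0.39 and −0.031). For inflammatory response 31 of 33 genes had an adjusted p below 0.05 and 3 were DEGs, with medians of −0.40 and −0.063, and for I-kappaB kinase/NF-κB signaling these were 14 of 14 and 0, with medians of −0.41 and −0.0072. In AMPKβ1-/- BMDMs 0 of the genes of these terms had an adjusted p below 0.05, and 1, 0, 1, 0 and 2 had an unadjusted p below 0.05, in the order of the terms above. The interaction had an adjusted p below 0.05 for 4, 2, 0, 3 and 2 of them and an unadjusted p below 0.05 for 40, 20, 15, 26 and 14. With the trend in GC content and gene length removed, an adjusted p below 0.05 was left for 22, 13, 9, 16 and 5 genes, and the median of the immune system process genes was −0.20.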

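*Rela* lies on chromosome 19 from 5637483 to 5648130, *Nfkb2* on chromosome 19 from 46304320 to 46312385, *Tlr9* on chromosome 9 from 106222598 to 106226883, *Mapk14* on chromosome 17 from 28691329 to 28748406 and *Irf8* on chromosome 8 from 120736358 to 120756694. In WT BMDMs each of these 5 genes had fewer CPM in every PF library than in every vehicle library, none was a DEG, since no fall reached 0.8 on the log2 scale, and in AMPKβ1-/- BMDMs their log2 fold changes lay between −0.047 and −0.0068. *Rela* fell from 257 ± 22.5 to 203 ± 21.6 CPM (SD, n = 3), a log2 fold change of −0.34 (SE 0.092, adjusted p = 0.0253 from edgeR). Its adjusted p was 0.0957 and 0.0734 without WT vehicle library 1 and 3 and 0.0884 and 0.135 without WT PF library 2 and 3. With the GC and length trend removed its log2 fold change was −0.065 and its adjusted p 0.502, the highest of a range from 0.0058 over its alternatives. *Nfkb2* fell from 259 ± 20.4 to 188 ± 22.5 CPM, a log2 fold change of −0.46 (SE 0.092, adjusted p = 0.0066), or −0.19 with that trend removed. The largest fall was that of *Tlr9*, from 127 ± 15.5 to 81.0 ± 6.28 CPM, with a log2 fold change of −0.65 (SE 0.11, adjusted p = 0.00227). Its adjusted p ran from 4.81e-06 to 0.0164 over the alternatives. *Mapk14* fell from 263 ± 8.92 to 209 ± 5.33 CPM, or −0.33 on the log2 scale (SE 0.065, adjusted p = 0.00587), and the adjusted p was 0.0619 in a fit to the WT libraries alone, the highest of a range from 3.6e-05. *Irf8* fell from 497 ± 31.4 to 414 ± 19.7 CPM, or −0.26 on the log2 scale (SE 0.073, adjusted p = 0.0273). Without WT vehicle library 1, WT PF library 2 or WT PF library 3 its adjusted p was 0.104, 0.0802 or 0.141. With the GC and length trend removed *Irf8* fell by 0.019 with an adjusted p of 0.895, the highest of a range from 0.0107. For the difference between the genotypes the interaction adjusted p was 0.326 for *Rela*, 0.156 for *Nfkb2*, 0.0949 for *Tlr9*, 0.14 for *Mapk14* and 0.329 for *Irf8*.
Of a list of 30 NF-κB and cytokine genes, written from general knowledge of the pathway, 25 were tested. In WT 19 fell and 6 rose, with a median log2 fold change of −0.25 that was −0.17 with scaling by library size alone. An adjusted p below 0.05 was reached by 13 genes over all genes tested and by 13 genes adjusted over the list alone. As a set they fell in WT (camera with a preset correlation of 0.01, adjusted p = 0.00906 over 10 lists). The fall held with fry (adjusted p = 0.0408) and not with a correlation estimated from the genes (0.632), nor without WT vehicle library 3 (0.0572), in a range of 0.00104 to 0.632 over the alternatives. Of the 10 splits of the WT libraries into 3 and 3, examined after the results were seen, 2 gave as small a camera p. The real split had an unadjusted camera p of 0.0018 and the other 6.2e-05, so the grouping of the libraries stays open as an explanation. *Ccl4* went against the list and rose by 0.98 (SE 0.16, adjusted p = 0.00187).

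**Figure D3:**
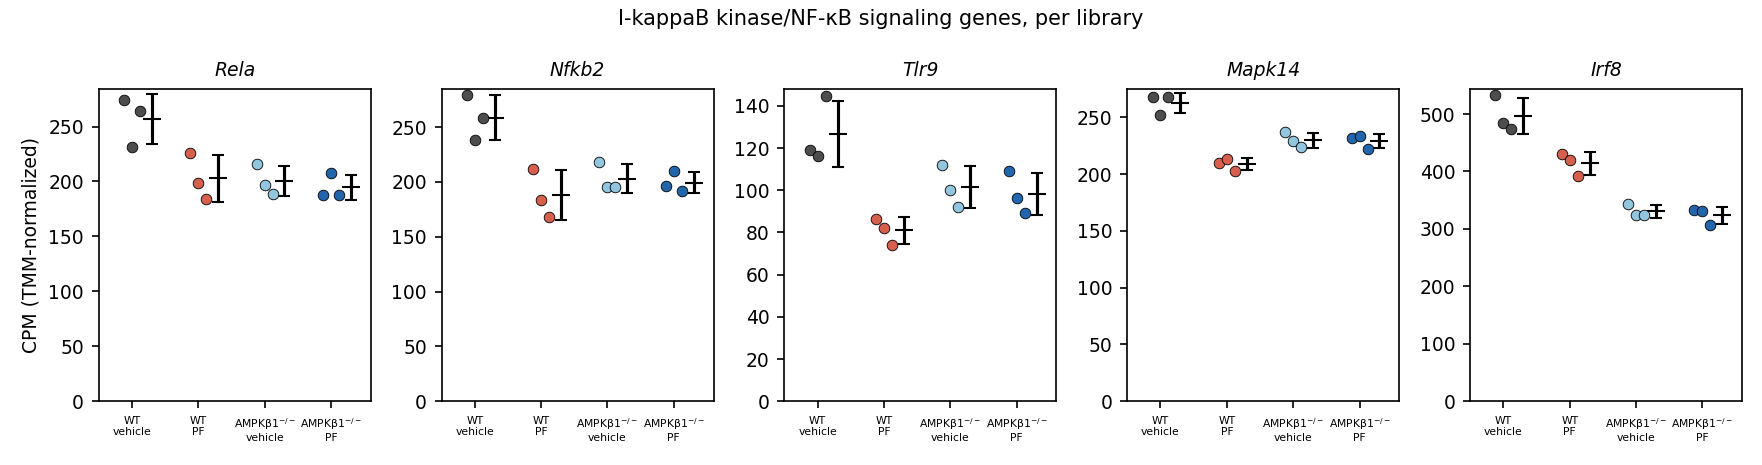
CPM of *Rela*, *Nfkb2*, *Tlr9*, *Mapk14* and *Irf8* in each of the 12 libraries by group, with points for libraries, the group mean ± SD (n = 3) beside them and axes from 0. The WT PF libraries lie below the WT vehicle libraries for all 5 genes, as for *Tlr9* with means of 81.0 and 127 CPM.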

**Figure 4:**
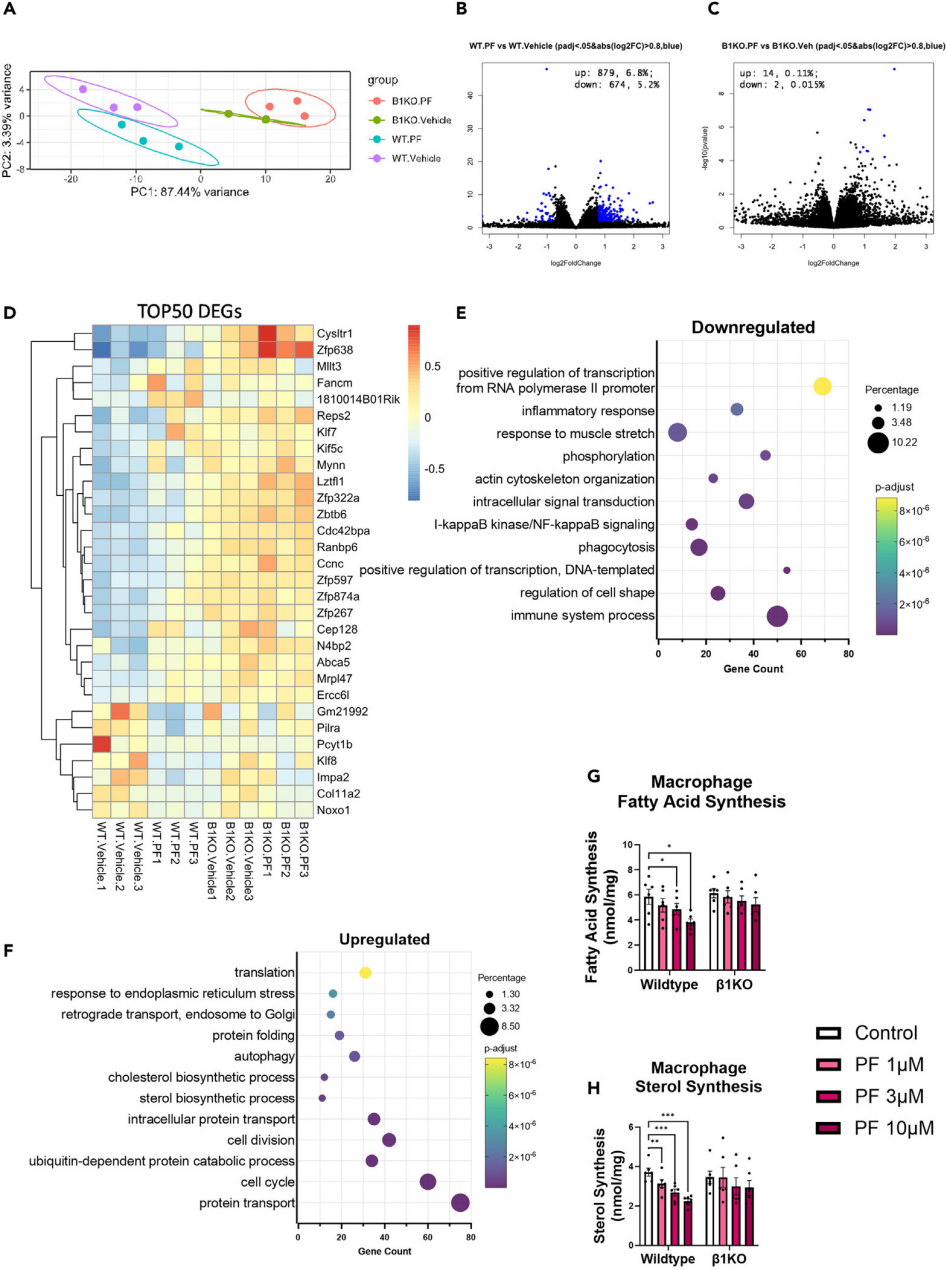
PF-06409577 reduces inflammatory pathways and lipid synthesis in macrophages Wild type and AMPK β1^−/−^ BMDMs were treated with 10 μM PF-06409577 for 6 h and analyzed by RNA-Seq. (A) PCA plots, (B and C) differentially regulated genes in wild type and AMPK β1^−/−^, respectively, (D) heatmap showing log-fold change of the top 50 differentially regulated genes, (E and F) AMPK β1 specific downregulated and upregulated biological process with PF-06409577 treatment. Wild type and AMPK β1^−/−^ BMDMs were treated with 10 μM PF-06409577(PF) for 4 h. (G) Fatty acid and (H) cholesterol synthesis. Data are presented as mean ± SEM, ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001, ∗∗∗∗p < 0.0001 by two-way ANOVA with Dunnet's post-hoc testing.

PF-06405977 also led to the AMPK-dependent upregulation of several biological processes including protein transport, and surprisingly an upregulation of catabolic processes including protein catabolic processes and sterol and cholesterol biosynthetic processes and autophagy (Figure 4F). 

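The genes that Table S2 lists under 4 upregulated terms were looked up in the same way, and protein transport, whose list is incomplete in the table, was not used here. Under ubiquitin-dependent protein catabolic process all 34 genes rose in WT BMDMs, 17 with an adjusted p below 0.05 in edgeR's test and 0 as DEGs, with a median log2 fold change of 0.54 in WT and 0.094 in AMPKβ1-/- BMDMs. Under sterol biosynthetic process all 11 genes rose, 9 with an adjusted p below 0.05 and 3 as DEGs, and under cholesterol biosynthetic process all 12 rose, 10 with an adjusted p below 0.05 and 4 as DEGs. Their medians were 0.61 and 0.69 in WT and −0.075 and −0.078 in AMPKβ1-/- BMDMs. Under autophagy 24 of 26 genes rose, 20 with an adjusted p below 0.05 and 0 as DEGs, with medians of 0.43 and 0.11. Autophagy is also a term of Table S1, where its 15 genes all fell in WT, 14 with an adjusted p below 0.05, with a median of −0.36. In AMPKβ1-/- BMDMs 0 of the genes of Table S2 under these terms had an adjusted p below 0.05, and 2 protein catabolic, 1 sterol, 1 cholesterol and 0 autophagy genes had an unadjusted p below 0.05. The interaction had an adjusted p below 0.05 for 1 protein catabolic, 4 sterol, 5 cholesterol and 0 autophagy genes, and an unadjusted p below 0.05 for 12, 11, 12 and 9. With the trend in GC content and gene length removed, an adjusted p below 0.05 was left for 3 of the protein catabolic, 6 of the autophagy, 10 of the sterol and 11 of the cholesterol genes of Table S2.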

Consistent with AMPK activation of ULK1, PF-06409577 upregulated the expression of genes critical for autophagy including *Atg5*, *Atg12*, and *Lamp2*. 

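*Atg5* lies on chromosome 10 from 44268358 to 44364291, *Atg12* on chromosome 18 from 46730144 to 46741580 and *Lamp2* on chromosome X from 38401357 to 38456454. All 3 had more CPM in every WT PF library than in every WT vehicle library, and none reached the fold change threshold. *Atg5* rose from 16.5 ± 3.49 to 23.1 ± 2.43 CPM (SD, n = 3), a log2 fold change of 0.48 (SE 0.16, adjusted p = 0.0553 from edgeR). The adjusted p was 0.0292 in DESeq2's test, 0.0205 without WT vehicle library 2 and 0.0269 without WT PF library 1, in a range of 0.0205 to 0.443 over the alternatives. *Atg12* rose from 31.8 ± 5.06 to 42.9 ± 4.35 CPM, or 0.43 on the log2 scale (SE 0.13, adjusted p = 0.0384). Its adjusted p was 0.148 and 0.0898 without WT vehicle library 1 and 3, 0.0881 and 0.161 without WT PF library 2 and 3, and from 0.0153 to 0.464 over all alternatives. *Lamp2* rose from 202 ± 35.3 to 279 ± 28.3 CPM, a log2 fold change of 0.47 (SE 0.14, adjusted p = 0.0413). Leaving out WT vehicle library 1 or 3 or WT PF library 2 or 3 gave an adjusted p of 0.146, 0.124, 0.0886 or 0.167, in a range of 0.00851 to 0.971. The highest adjusted p of each gene was reached with the GC and length trend removed, where *Atg5*, *Atg12* and *Lamp2* rose by 0.14, 0.11 and 0.0064. In AMPKβ1-/- BMDMs the log2 fold changes were 0.0095, 0.091 and 0.13, and the interaction adjusted p was 0.353, 0.417 and 0.458.
A list of 36 core autophagy genes, written from general knowledge, did not move as a set in WT (camera adjusted p = 0.917), with 16 genes higher, 20 lower and a median log2 fold change of −0.057 that was 0.025 with scaling by library size alone and 0.019 with the GC and length trend removed. Its set direction was up without WT vehicle library 1 (adjusted p = 0.871) and without WT PF library 2 (0.909), in a range of 0.445 to 0.994 over the alternatives. An adjusted p below 0.05 was reached by 8 of its genes over all genes tested and by 10 adjusted over the list alone. Of 24 lysosome genes 14 were higher and 10 lower in WT, with a median of 0.022 (camera adjusted p = 0.442). The median was 0.10 with scaling by library size alone, and 0.078 with 20 genes higher once the GC and length trend was removed. Of the lysosome genes 3 had an adjusted p below 0.05, both over all genes tested and adjusted over the list alone. The lysosome set rose without WT vehicle library 1 (adjusted p = 0.0286) and with the GC and length trend removed (0.0176), in a range of 0.0176 to 0.883.

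**Figure D4:**
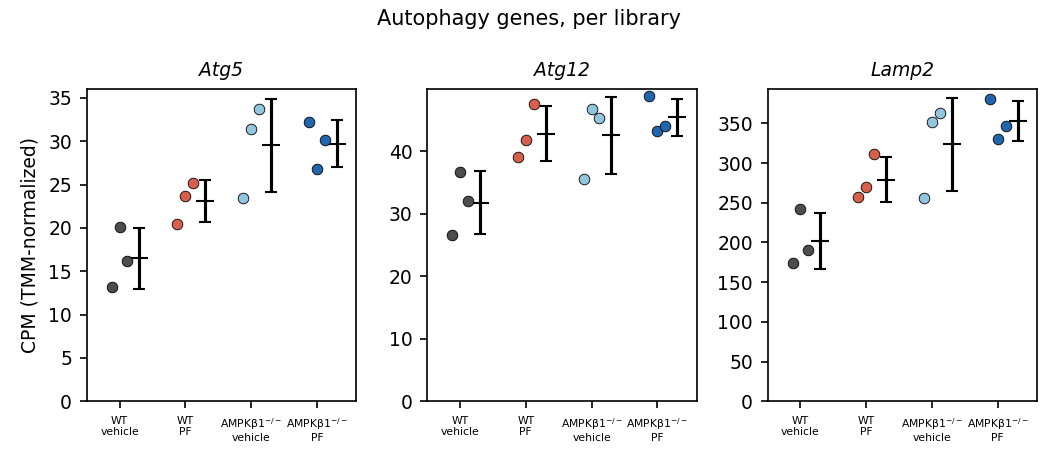
CPM of *Atg5*, *Atg12* and *Lamp2* in each of the 12 libraries by group, with points for libraries, the group mean ± SD (n = 3) beside them and axes from 0. The WT PF libraries lie above the WT vehicle libraries for all 3 genes, as for *Lamp2* with means of 279 and 202 CPM.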

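For the genes of cholesterol synthesis *Hmgcs1*, *Fdft1*, *Cyp51* and *Insig1*, every WT PF library had more CPM than every WT vehicle library. *Hmgcs1* lies on chromosome 13 from 119690379 to 119708260. *Fdft1* lies on chromosome 14 from 63145150 to 63179578, *Cyp51* on chromosome 5 from 4081145 to 4104746, *Insig1* on chromosome 5 from 28071363 to 28078662 and *Insig2* on chromosome 1 from 121304353 to 121332589. *Hmgcs1* rose with PF in WT from 37.7 ± 8.71 to 77.9 ± 23.5 CPM (SD, n = 3), a log2 fold change of 1.04 (SE 0.20, adjusted p = 0.00688 from edgeR). *Insig1* rose from 62.2 ± 9.41 to 123 ± 17.9 CPM, or 0.99 on the log2 scale (SE 0.12, adjusted p = 0.000454), and both were DEGs. The rise of *Cyp51*, from 56.8 ± 3.14 to 96.6 ± 6.9 CPM (log2 fold change 0.77, SE 0.084, adjusted p = 0.000298), was smaller than the fold change threshold. So was that of *Fdft1*, from 62.5 ± 4.29 to 81.1 ± 2.8 CPM (0.38, SE 0.083, adjusted p = 0.011), whose adjusted p without WT PF library 2 was 0.0507, in a range of 0.000882 to 0.0507 over the alternatives. *Insig2* rose from 13.6 ± 1.61 to 17.2 ± 3.08 CPM, with libraries that overlapped (0.33, SE 0.15, adjusted p = 0.134). Without WT PF library 1 its adjusted p was 0.0245, in a range of 0.0245 to 0.935, and with the GC and length trend removed its sign reversed (−0.023).
In AMPKβ1-/- BMDMs the log2 fold changes of *Hmgcs1*, *Fdft1*, *Cyp51* and *Insig1* were 0.028, −0.15, −0.075 and −0.080. The interaction adjusted p was 0.00811 for *Cyp51* and 0.0133 for *Insig1*. It was 0.0505 for *Insig1* without AMPKβ1-/- vehicle library 2 and 0.0577 without AMPKβ1-/- PF library 1. For *Hmgcs1* and *Fdft1* the interaction adjusted p was 0.14 and 0.0702. For *Hmgcs1* it was 0.0135 in DESeq2's test and 0.0205 without WT PF library 1, in a range of 0.00824 to 0.316. For *Fdft1* it was 0.0125 in DESeq2's test and 0.0465 without WT PF library 1, in a range of 0.0104 to 0.198.
In a list of 20 genes of cholesterol synthesis, written from general knowledge, 14 rose and 6 fell in WT, with a median log2 fold change of 0.38. An adjusted p below 0.05 was reached by 11 genes over all genes tested and by 14 adjusted over the list alone. Besides *Hmgcs1*, its DEGs were *Idi1* (log2 fold change 1.08, SE 0.24, adjusted p = 0.0133), *Hsd17b7* (1.04, SE 0.15, adjusted p = 0.00105) and *Sc5d* (0.89, SE 0.15, adjusted p = 0.00238). *Idi1* had an adjusted p of 0.0511 and 0.0591 without WT vehicle library 1 and WT PF library 3, in a range of 0.000179 to 0.0591. The set rose in WT (camera adjusted p = 4.64e-07). The rise held with fry (9.65e-06) and with an estimated correlation (0.0108), in a range of 6.11e-15 to 0.0108 over the alternatives. Of the 10 splits of the WT libraries, examined after the results were seen, only the real one gave as small a camera p. Its unadjusted camera p was 4.64e-08, and another split gave 1.2e-06. With so few splits the grouping of the libraries is not excluded. Of 13 tested genes of fatty acid synthesis, 7 rose and 6 fell in WT, with a median of 0.041 (camera adjusted p = 0.562), and 2 had an adjusted p below 0.05 over all genes tested and 3 adjusted over the list alone.

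**Figure D5:**
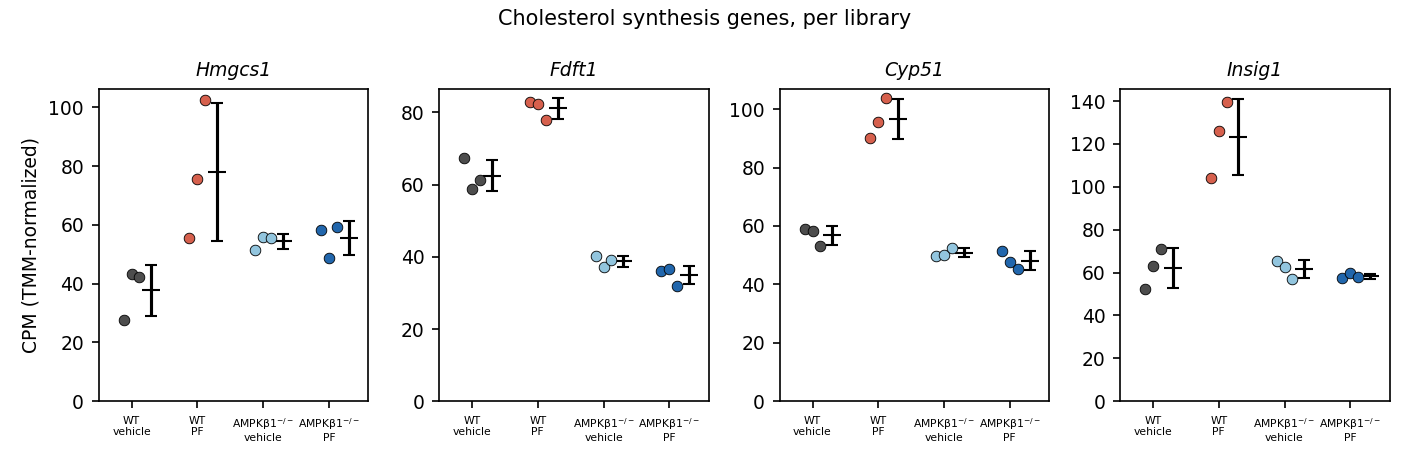
CPM of *Hmgcs1*, *Fdft1*, *Cyp51* and *Insig1* in each of the 12 libraries by group, with points for libraries, the group mean ± SD (n = 3) beside them and axes from 0. The WT PF libraries lie above the WT vehicle libraries for all 4 genes, as for *Insig1* with means of 123 and 62.2 CPM.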

Surprisingly, PF-06409577 also upregulated genes in cholesterol synthesis including *Hmgcs*, *Hmgcr*, *Fdft1*, *Cyp51*, and *Insig* (Table S2). PF-06409577 inhibits cholesterol and fatty acid synthesis in hepatocytes suggesting upregulation of cholesterol synthesis genes may have been to compensate for reduced metabolic flux through this pathway. To directly test this hypothesis we assessed fatty acid and sterol synthesis in BMDMs and found that PF-06409577 dose dependently reduced both fatty acid and cholesterol synthesis in an AMPKβ1-dependent manner (Figures 4G and 4H). These data show that PF-06409577 induced reductions in atherosclerosis were associated with the suppression of fatty acid and cholesterol synthesis, induction of markers of autophagy (increased ULK1 phosphorylation and *Atg5*, *Atg12*, and Lamp2) and the suppression of genes related to inflammatory responses, immune system processes, and IkappaB kinase/NF-κB signaling.

## Discussion

In the current study, we show that PF-06409577 reduces atherosclerosis in two mouse models. Further, these effects are dependent on myeloid AMPK β1, as the effects of PF-06409577 on atherosclerosis were absent in both whole body AMPKβ1 knock-out mice and myeloid specific AMPK β1 knockout mice. These data are in contrast to studies with another direct AMPKβ1 activator, A-769662, which failed to reduced atherosclerosis in mouse models,^24^ likely reflects that PF-06409577 is a much more potent activator of AMPK than A-769662 (as shown in Figure 3).

The absence of changes in hepatic and serum lipid levels in the current study is in contrast to effects seen with the same dose of PF-06409577 in C57Bl/6J mouse model fed a high-fat diet as well as studies in non-human primates.^29^ While unexpected, it is potentially related to the hyperlipidemic nature of these atherosclerotic models and alterations to classical LDL clearance, which is consistent with statins typically not yielding robust reductions in atherosclerosis or serum LDL in the ApoE^−/−^ mouse model.^34^ Furthermore, these data demonstrate that extra-hepatic targets can alter atherosclerotic plaque development. ApoE^−/−^ mice have drastically altered lipoprotein metabolism, serum lipid profiles and hepatic lipid levels, compared to other model systems; however, the atherosclerotic plaque morphology seen in this model is most similar to that of humans.^34^ Future studies examining the effects of PF-06409577 in other models of atherosclerosis, including LDL receptor null mice and mini pigs, will be important to confirm whether observations are translatable across distinct models of atherosclerosis.

We conducted a dose response in BMDMs and found that PF-06409577 increased the phosphorylation of two downstream substrates of AMPK, ULK1, and ACC in an AMPK β1-dependent manner. Consistent with the phosphorylation of ACC, PF-06409577 dose dependently reduced fatty acid synthesis and cholesterol synthesis in bone marrow macrophages from WT but not AMPK β1 KO mice. Similarly, consistent with the phosphorylation of ULK1, RNAseq analysis indicated one of the most upregulated GO terms was autophagy. Increases in autophagy and reductions in lipid synthesis have been linked to reductions in macrophage inflammation and atherosclerosis.^11^^,^^12^^,^^13^^,^^14^^,^^15^ Treatment of macrophages with PF-06409577 lowered GO terms related to the inflammatory response, immune system process, phagocytosis and IkappaB kinase/NF-κB signaling. These data indicate that PF-06409577 inhibits lipid synthesis and markers of inflammatory response while promoting markers of autophagy in macrophages suggesting this may be important for the effects of this compound to lower atherosclerosis in mouse models.

In conclusion, this study shows that oral delivery of the small molecule AMPK activator PF-06409577 reduces the development of atherosclerotic plaques in a myeloid AMPKβ1 dependent manner. Furthermore, these reductions in atherosclerosis occurred independently of changes in serum cholesterol. Instead, PF-06409577 activation of AMPK in macrophages reduced transcripts related to the inflammatory response, phagocytosis, immune system processes and IkappaB kinase/NF-κB signaling while suppressing cholesterol and fatty acid synthesis and increasing markers of autophagy. In the setting of cardiometabolic disease where MASLD, insulin resistance and atherosclerosis are commonly linked, these data suggest that an AMPKβ1 specific activator such as PF-06409577 may be effective not only at reducing liver steatosis and insulin resistance but also by targeting macrophages and atherosclerosis. Future studies examining whether the effects of other AMPKβ1 selective compounds which have been shown to have positive effects on MASLD and insulin resistance in mouse models^35^ and phase 2 clinical trials^36^ also have effects on atherosclerosis will be informative to confirm these observations.

### Limitations of study

A limitation of our findings is that we did not complete a dose response examining the effects of PF-06409577 on atherosclerosis. Previous studies have completed *in vivo* dose responses examining the effects of PF-06409577 on increasing AMPK activity in the kidney^28^ and inhibiting liver *de novo* lipogenesis^28^^,^^29^ and found that maximal effects are observed at a dose of 100 mg/kg. Therefore, while we selected this same dose and delivery method of PF-06409577, we did not complete a dose response study examining the effects of PF-06409577 on atherosclerosis or activation of AMPK in macrophages. Therefore, future dose response studies in mice will be important.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Phospho-Acetyl-CoA Carboxylase (Ser79) Antibody	Cell Signaling Technology	Cat# 3661; RRID: AB_330337
ACC	Cell Signaling Technology	Cat# 3662; RRID: AB_2219400
AMPK β1/β2	Cell Signaling Technology	Cat# 4150; RRID: AB_10828832
ULK1(D8H5) Rabbit mAb	Cell Signaling Technology	Cat# 8054; RRID: AB_11178668
Phospho-ULK1 (Ser555) (D1H4) Rabbit mAb	Cell Signaling Technology	Cat# 5869; RRID: AB_10707365
beta-Actin (13E5) Rabbit mAb (HRP Conjugate	Cell Signaling Technology	Cat# 5125; RRID: AB_1903890

**Bacterial and virus strains**		

AAV Virus - AAV8-D377Y-mPSCK9	Vector Biolabs	AAV-268246

**Chemicals, peptides, and recombinant proteins**		

A-769662	LC Laboratories	A-1803-100MG
Acetic acid [3H] sodium salt	Perkin Elmer	NET003005MC

**Critical commercial assays**		

Infinity cholesterol kit	Thermo Scientific	TR13421
Triglyceride Colorimetric Assay Kit	Cayman Chemicals	10010303
PCSK9 ELISA	R&D Systems	MPC900

**Deposited data**		

RNA Seq Data	This paper	GEO: GSE242663
Original Western Blots	This Paper	Mendely Data: https://doi.org/10.17632/k45j97zwbd

**Experimental models: Organisms/strains**		

ApoE Mouse Line	Jackson Laboratories	B6.129P2-Apoetm1Unc/J
LysM Cre Mouse Line	(Banskota et al.^37^)	N/A
AMPK β1KO Mouse line	(Dzamko et al.^25^)	N/A
AMPK β1 flox Mouse line	(Banskota et al.^37^)	N/A

**Oligonucleotides**		

ActB	Thermo Fischer Scientific	Mm00607939_s1
Adgre1(F4/80)	Thermo Fischer Scientific	Mm00802529_m1
IL1b	Thermo Fischer Scientific	Mm00434228_m1
TNFa	Thermo Fischer Scientific	Mm00443258_m1

**Software and algorithms**		

ImageJ		https://imagej.nih.gov/ij/

### Resource availability

#### Lead contact

Further information and requests for experimental details should be directed to the lead contact, Gregory Steinberg ().

#### Materials availability

This study did not generate new unique reagents.

### Experimental model and study participant details

#### Animals

All animal experiments were approved by McMaster University Animal Research Ethics Board. The generation and characterization of AMPKβ1^-/- 25^, ApoE^-/-^AMPKβ1^-/- 14^ mice have been described previously. Myeloid-Specific AMPKβ1 KO mice were generated by crossing AMPK β1flox/flox mice with mice expressing LysM-driven Cre-recombinase as previously described.^37^ Mice were group housed at conventional temperature (22°C–23°C) on a 12-hour light-dark schedule with *ad libitum* access to food and water. Male mice were fed a western Diet (TD.09821, Envigo) for 6 weeks. At the same time as the diet switch, AMPK β1^fl/fl^ and AMPK β1 ^LysM^ mice were injected with 1x10^11^ PCSK9 AAV tail vein injection while anesthetized by isoflurane. One week later, serum PCKS9 levels were measured, and mice were randomized to their treatment groups. All mice were gavaged daily with either vehicle (0.5% Carboymethcellose/0.1% Tween-80) or 100 mg/kg PF-06409577. This dose and delivery method of PF-06409577 was selected based off of previous studies in mice in which the pharmacokinetics of the compound had been carefully examined and where it was shown that a dose of 100 mg/kg elicited serum concentrations of 8nM and exerted maximal effects on lowering liver denovo lipogenesis.^28^^,^^29^ For the glucose and insulin tolerance tests, mice were fasted for 6 hours (beginning at 7 am), basal blood glucose measurements were taken and tests were initiated with an intraperitoneal (i.p) injection of 2g/kg D-glucose or 0.7U/kg insulin, respectively. Blood glucose was measured at the indicated time points using an Accu-Chek Performa blood glucose meter. After 6 weeks mice were anaesthetised with Ketamine (75mg/kg) and Xylazine (10mg/kg) before harvesting tissues.

#### Cell culture

##### Bone marrow derived macrophages (BMDMs)

BMDMs were generated by isolating marrow from the tibia and femur of each leg by centrifugation as described.^38^ Marrow was then suspended in DMEM supplemented with 10% FBS and 1% antibiotic-antimycotic. After 5 hours L929 media (a source of M-CSF) was added and cells were plated in 10cm tissue culture dishes. Cells were then allowed to differentiate for 7 days before reseeding for experiments as described.

##### Peritoneal macrophages

Mice were i.p. injected with 1ml of 10% thioglycolate. On day 4 mice were euthanized and peritoneal cells were collected in PBS containing 5mM EDTA. Cells were washed with DMEM (supplemented with 20% FBS + 1% antibiotic-antimycotic), counted and plated at 1x 10^6^ cells/ml in 6 well plates in DMEM supplemented with 20% FBS and 1% antibiotic-antimycotic. 2-4 hours later cells were washed with DMEM and cultured in DMEM 10% FBS and 1% antibiotic-antimycotic overnight. The following morning media was replaced with serum free DMEM. Cells were treated with 10μM Pf-06409577 for 90 minutes. Cells were snap frozen with Liquid nitrogen and analyzed by immunoblot as described below.

### Method details

#### Atherosclerotic measurements

The heart and aortic root were dissected out, formalin fixed, paraffin embedded and 4 μm thick sections of the aortic root were then collected and stained with H&E to measure plaque size at 80 μm intervals as previously described.^39^^,^^40^ Images were captured using Nikon 90 Eclipse microscope (Nikon). Atherosclerotic plaque size and necrotic area was determined from 3-5 sections per mouse and the area was calculated by manually outlining the plaques on ImageJ software by an individual who was blinded to the groups.

##### Immunoblotting

Following cell lysis, protein content was quantified using the Peirce BCA assay. Lysate protein content was normalized with lysis buffer and cell lysates were diluted with Western sample buffer and loaded in SDS/PAGE gels. Proteins were resolved by molecular mass and transferred to polyvinylidene difluoride membranes prior to blocking in 5% bovine serum albumin. Membranes were incubated with primary antibodies (listed in the key resources table) overnight at 4 degrees. Membranes were washed and incubated in secondary antibody for 1hour at room temperature in 5%BSA. Proteins were detected using Clarity ECL reagent (BioRad).

##### *De Novo* lipogenesis

Lipogenesis methodology was adapted from previous publications.^21^^,^^29^ Cells were reseeded in 12 well plates at 1 × 10^6^ cells/ml and allowed to adhere overnight. The following day media was replaced with serum free DMEM with [^3^H]-acetate and indicated doses of PF-06409577. Cells were washed 3x with ice cold PBS and scraped in KOH (1M in EtOH). Samples were vortexed and then left for 2 h at 70 °C in a shaking incubator. Following samples reaching room temperature, H_2_O and n-hexane were added, vortexed, and samples were centrifuged for 5 min (1500 rpm). Top phase was then added to scintillation vial for counting of the sterol fraction. 2 N HCl and petroleum ether were added to the bottom phase. This solution was vortexed and then centrifuged for 5 min (1500 rpm) at room temperature. The top phase was then added to a scintillation vial for counting of the fatty acid fraction.

##### RNAseq

RNA isolation was done as outlined by manufacturers' specifications. MultiQC was used for quality control of raw data (∼12.5 million paired-end per sample; 50 base pairs each) from RNAseq.^41^ Trim Galore was used to automate quality and adapter trimming as well as quality control. We quantified the expression of transcripts using RNA-seq data through Salmon.^42^ In Salmon’s transcript-level quantifications, DESeq2 was applied for the detection of differentially expressed genes (DEG)^43^ by using the following threshold: |log2(fold change)| > 0.8, adjusted p < 0.05. Principal component analysis (PCA) was performed by using variance stabilizing transformation (VST) data through DESeq2.

DAVID Gene Ontology assessment was used to look at differentially regulated biological processes.^44^^,^^45^ Data is available through GEO database with GEO# GSE242663.

#### ELISAs

Serum PCSK9 levels were analysed using a murine PCSK9 ELISA (Cat# MPC900, R&D Systems) as per the manufacturer’s instructions.

#### Rt-q-PCR

RNA was isolated using RNEasy Columns (Qiagen) with on column DNase treatment, RT-q-PCR was performed as previously described.^21^ All Taqman primers were purchased from Invitrogen, and relative gene expression was calculated using (2–ΔCT) method. Values were normalized to housekeeping gene β-actin to Wildtype Control.

#### Plasma and liver triglycerides and cholesterol

Plasma lipids were measured from mice fasted for 6 hours prior to sacrifice. Blood was collected retro-orbitally through a heparinized capillary tube into an Eppendorf containing EDTA. Samples were diluted 10-fold and cholesterol was measured using the Infinity cholesterol kit (TR13421, Thermo Scientific) according to manufacturer instructions. Triglycerides were measured in samples diluted 2-fold using Triglyceride Colorimetric Assay Kit (10010303, Cayman Chemicals) according to manufacturer instructions. For liver analyses, ∼20 mg of snap frozen liver was homogenized and lipids isolated via the Folch method. The same kits were used to quantify liver triglycerides and total cholesterol which was normalized to tissue weight.

### Quantification and statistical analysis

All statistical analysis was performed using Graphpad Prism version 8. Unless otherwise noted, data were normally distributed and analysed with a two-way ANOVA, with post-hoc analysis performed as indicated in figure captions.

## Data Availability

• Data; RNA-seq data and original western blot images have been deposited in publicly available datasets. DOIs and accession numbers are available in the key resources table. • Code: This paper does not report original code. • All other data reported in this paper will be shared by the lead contact upon reasonable request.

# Supplementary material for: Macrophage AMPK β1 activation by PF-06409577 reduces the inflammatory response, cholesterol synthesis, and atherosclerosis in mice
**Source:** iScience. 2023 Oct 20;26(11):108269. doi: 10.1016/j.isci.2023.108269
**Supplement:** Document S1. Figures S1–S3

## **Supplemental information**

### **Macrophage AMPK $\beta$ 1 activation by PF-06409577 reduces the inflammatory response, cholesterol synthesis, and atherosclerosis in mice**

**Emily A. Day, Logan K. Townsend, Sonia Rehal, Battsetseg Batchuluun, Dongdong Wang, Marisa R. Morrow, Rachel Lu, Lucie Lundenberg, Jessie H. Lu, Eric M. Desjardins, Tyler K.T. Smith, Amogelang R. Raphenya, Andrew G. McArthur, Morgan D. Fullerton, and Gregory R. Steinberg**

## Supplemental Figure 1

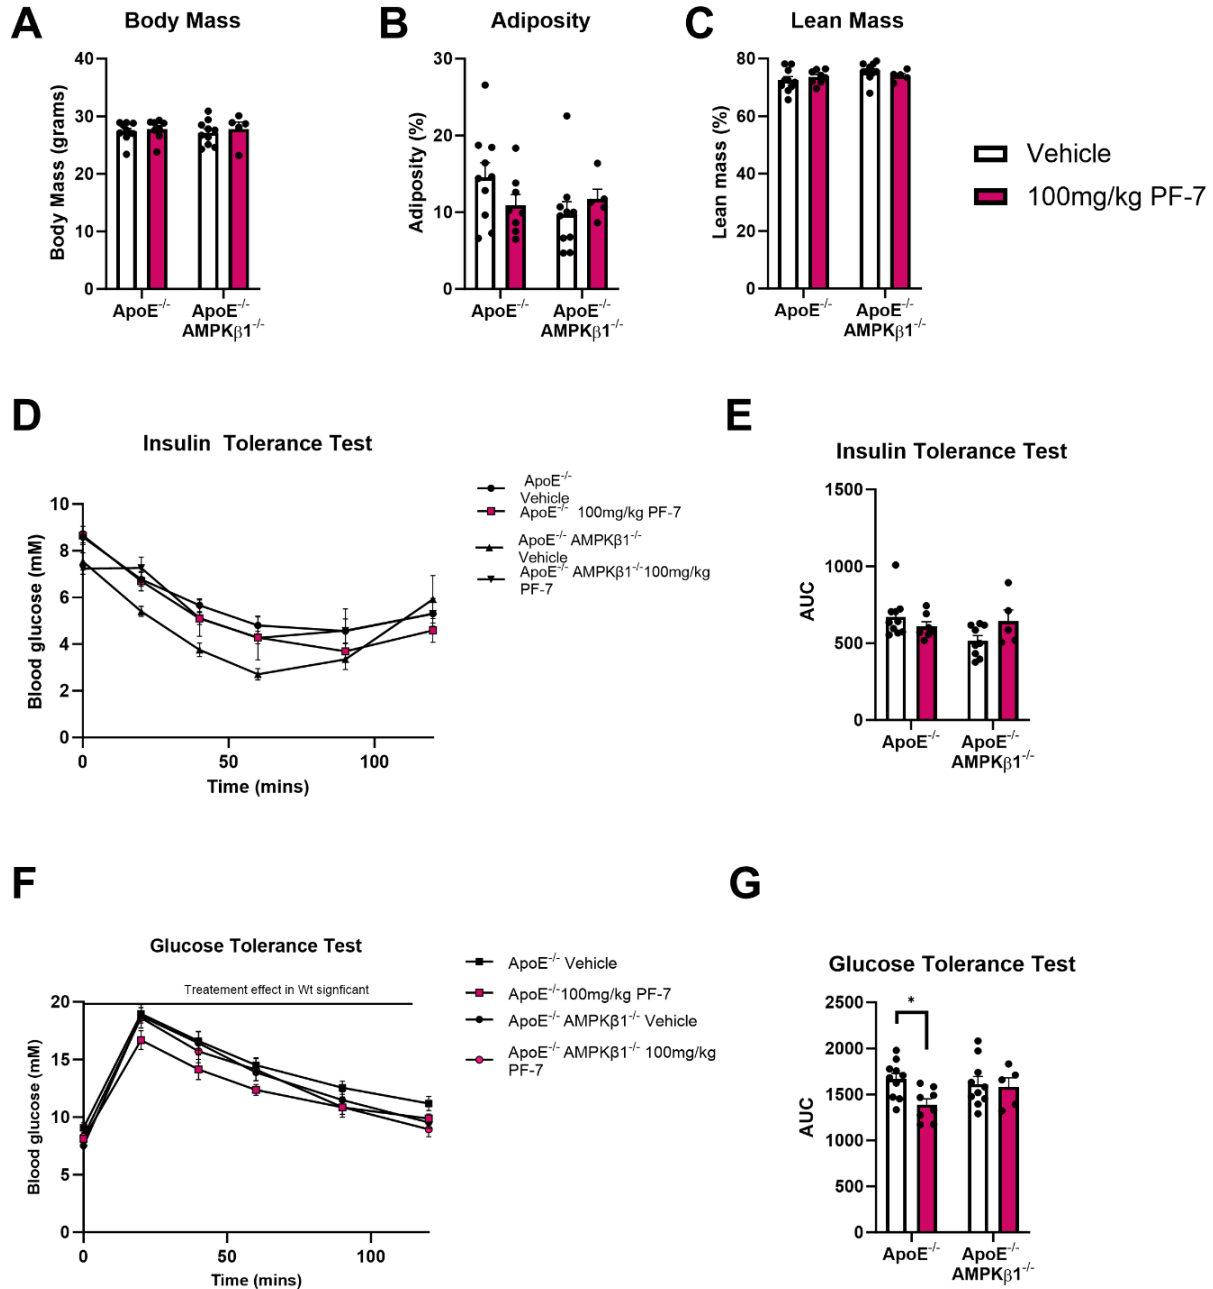

**Supplemental Figure 1: PF-06409577 treatment does not alter body mass or body composition. Related to Figure 1** ApoE<sup>-/-</sup> and ApoE<sup>-/-</sup> AMPK β1<sup>-/-</sup> mice were fed a Western diet and treated with vehicle or 100mg/kg PF-06409577 for 6 weeks. **A)** body mass, **B)** adiposity, and **C)** lean mass were measured, **D,E)** insulin tolerance was assessed using 0.7u/kg insulin IP, **F,G)** glucose tolerance was assessed using 2g/kg glucose via ip injection. n=5-10. Data are presented as mean +/- s.e.m., \* indicates p<0.05 by two-way ANOVA.

## Supplemental Figure 2

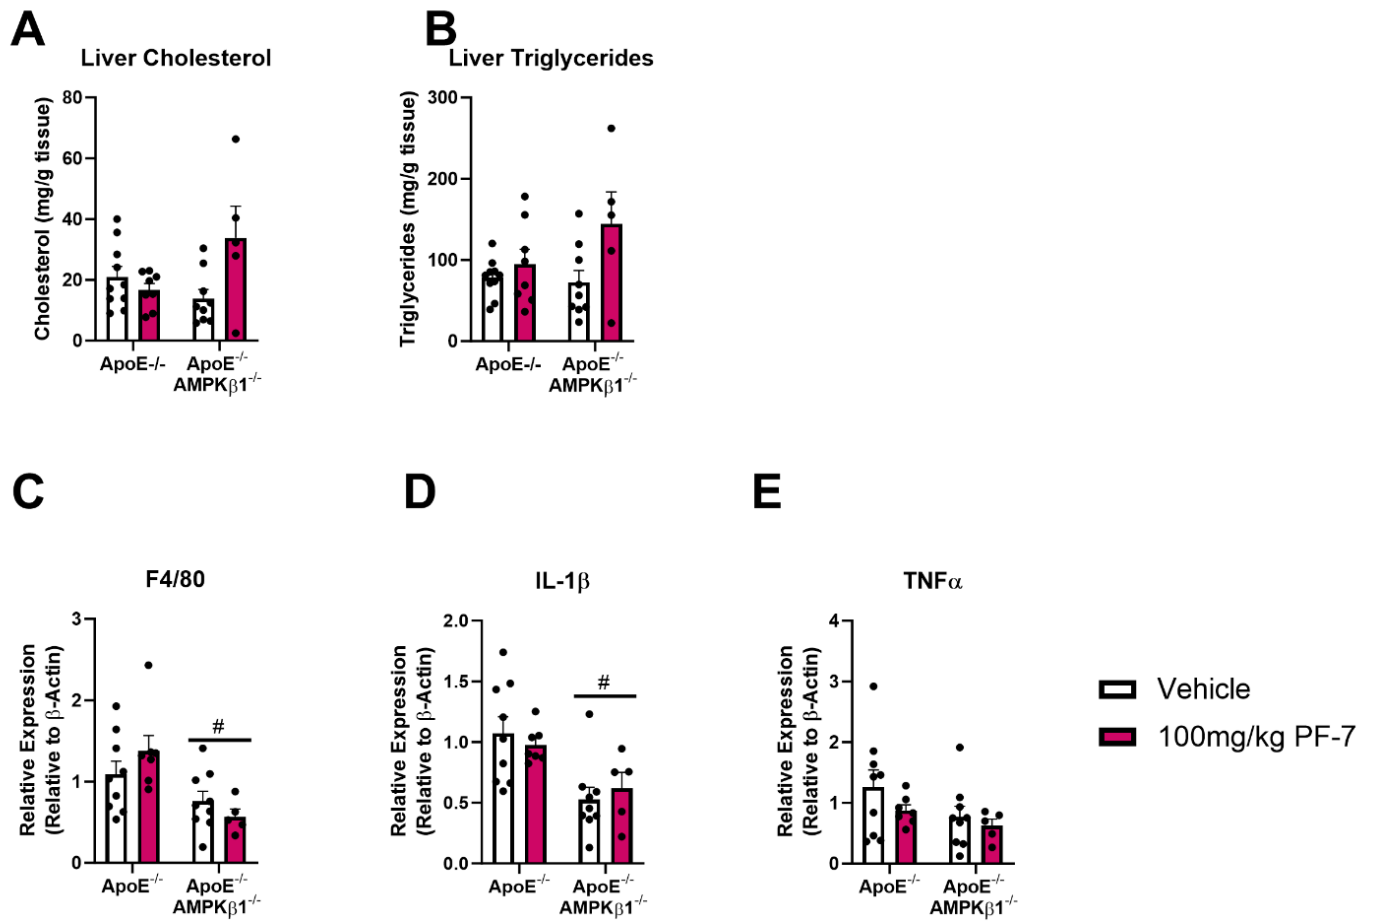

**Supplemental Figure 2: PF-06409577 treatment does not alter hepatic lipids or inflammation. Related to Figure 1.** ApoE<sup>-/-</sup> and ApoE<sup>-/-</sup> AMPK  $\beta$ 1<sup>-/-</sup> mice were fed a Western diet and treated with 100mg/kg PF-06409577 for 6 weeks. **A,B**) hepatic cholesterol and triglycerides were measured, **C,D,E**) hepatic inflammation was assessed by qPCR. # indicates p<0.05 for overall effect of genotype by two-way ANOVA.

## Supplemental Figure 3

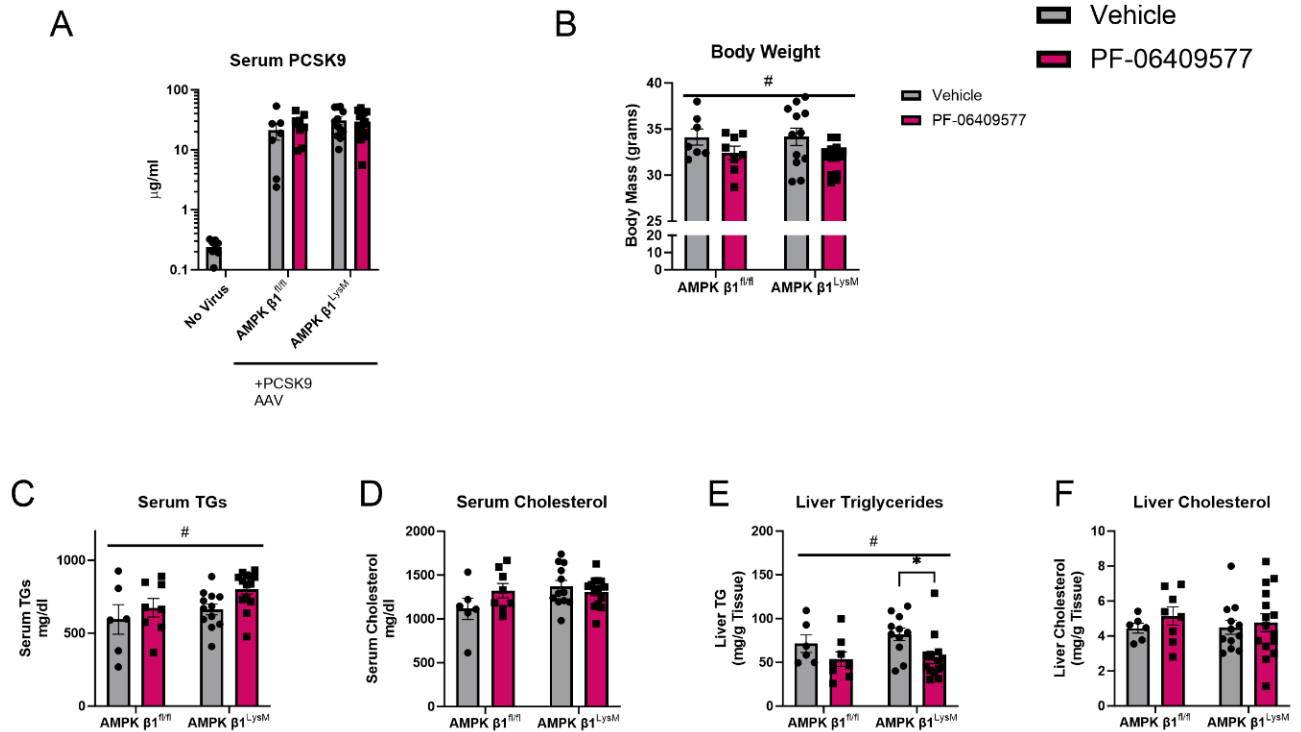

**Supplemental Figure 3: PF-06409577 treatment does not alter serum or hepatic lipids in PCSK9 AAV injected mice. Related to Figure 2.** AMPK  $\beta 1^{fl/fl}$  and AMPK  $\beta 1^{LysM}$  mice were injected (via the tail vein) with PCSK9 AAV. **A)** serum PCSK9 levels 1 week after injection with AAV. AMPK  $\beta 1^{fl/fl}$  and AMPK  $\beta 1^{LysM}$  mice were fed Western diet and treated with Vehicle or 100mg/kg PF-06409577 for 6 weeks. **B)** body weight, **C)** serum triglycerides, **D)** serum cholesterol, **E)** liver triglycerides, and **F)** liver cholesterol were measured. Data are presented as mean  $\pm$  s.e.m., # indicates  $p < 0.05$  for overall treatment effect by two-way ANOVA. \* indicates  $p < 0.05$  by Sidaks post-hoc testing.

How the deposited data were processed for this re-analysis (not part of the article)

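RNA sequencing was done on BMDMs of WT and AMPKβ1-/- mice that received vehicle (0.1% DMSO) or 10 μM PF-06409577 for 6 h, with 3 libraries in each of the 4 groups. The authors checked the raw reads with MultiQC, trimmed them with Trim Galore and quantified transcripts with Salmon. The deposited values are whole numbers per gene that behave as Salmon's estimated counts rounded to integers, without normalization, for 12960 genes in 12 libraries. The paper's text does not state the genome build, the version or bias options of Salmon, the filter on low counts, the number of genes in its PCA or which libraries entered each DESeq2 fit. The reads themselves, the transcript-level values, the blots, the lipid synthesis assays and the animal experiments were not analysed here.

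The genotype and treatment of each library were taken from the names of the count columns. Libraries are numbered 1 to 3 within their group. The numbers were not read as a pairing, since deviations of the libraries with the same number correlated between −0.38 and 0.57 for vehicle against PF of a genotype. Between 8935609 and 14358180 counts per library were assigned to genes, with a median of 10963566.5. A gene listed at 0 in a library allows up to 3 counts, and this floor covers counting error only. No pair of replicate libraries was identical, and their counts differed by 2.16 to 17.8 times the variance expected from counting alone. The 100 most abundant genes held 26.7% to 32.0% of the counts of a library.

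Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The main test was edgeR's quasi-likelihood test (robust) with TMM normalization and the filterByExpr filter by group, which left 10822 genes, in one fit of the 4 group means to all 12 libraries. The contrasts were PF against vehicle in WT, PF against vehicle in AMPKβ1-/- BMDMs, the difference between these responses (interaction, WT minus AMPKβ1-/-), and AMPKβ1-/- against WT with vehicle. A DEG had a Benjamini-Hochberg adjusted p below 0.05 over the tested genes and a log2 fold change above 0.8 or below −0.8, the threshold in the paper's methods. SE of log2 fold changes were derived from the fold change and its F statistic and are approximate. CPM are normalized by TMM, and log2 CPM used a prior count of 2. The floor is set against the total counts of a library, while CPM are normalized. No fold is therefore given against a group at or under the floor in every library.

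PCA used DESeq2's VST and its default of the 500 most variable genes, and group labels were tested with a Euclidean permutation test (pseudo-F), with 100000 permutations over the 4 groups and all permutations between pairs of groups and, added after the data were seen, between the genotypes over all 12 libraries. GC content and length were taken from GENCODE M21 on GRCm38, where 12703 genes were matched by symbol, 170 by an older symbol and 87 not at all. GC content was thus known for 10782 of the tested genes (99.6%). The trend in GC content and gene length was fitted in each library with natural splines of 5 degrees of freedom and entered as an offset. Correlations between responses were computed across genes and have no p value, since genes are not independent replicates.

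Gene lists were written from general knowledge for cholesterol synthesis, fatty acid synthesis, NF-κB and cytokine genes, core autophagy, lysosome, immediate early genes, ATF4 targets, granulocyte, lymphoid and fibroblast markers, ribosomal proteins, mitochondrially encoded genes, Zfp zinc finger genes and replication-dependent histones. Lists with at least 5 tested genes were tested with camera at a preset correlation of 0.01, and again with a correlation estimated from the genes and with fry, with adjustment over the 10 tested lists of a contrast. Granulocyte, lymphoid and fibroblast markers had 0, 1 and 1 tested genes, and 0 mitochondrially encoded genes were in the counts, so these lists were not tested. Terms of Tables S1 and S2 whose gene lists are complete in the tables were described without a test, since the study chose their genes on these libraries.

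The genes named in the text follow a rule. They are the genes the paper names in its RNA sequencing results, the genes labelled in Fig. 4D as a set with those that go furthest or against the figure, and the AMPK subunit genes. They also include, in each contrast, the 3 largest rises and falls among DEGs whose libraries did not overlap and the gene with the smallest p, all DEGs of AMPKβ1-/- BMDMs, and members of the gene lists past the threshold. Results for some single genes under this rule are not reported here. This rule, the gene lists, the tests and most alternatives were set before the data were examined.

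The alternatives were DESeq2's size factors, upper quartile scaling or library size alone in place of TMM; no filter or at least 10 counts in every library; DESeq2, limma-voom, or a fit to the libraries of a contrast alone; adjusted p alone or glmTreat against 0.8; the GC and length offset; the library number as a block, with and without that offset; and each library left out in turn. For the PCA they were all genes past the filter, log2 CPM and the trend removed, and for the correlations DESeq2's fold changes and genes with a mean of at least 5 log2 CPM. DESeq2 with adjusted p alone, libraries thinned to the smallest total, the 100 most abundant genes removed, and WT vehicle libraries split so that none was shared were added after the data were seen.

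The edgeR, DESeq2, limma-voom and glmTreat tests, the GC and length offset, the library block, camera, fry and the permutation test of the PCA were tested on simulated data, with 200 changed genes in WT for the tests of single genes. Camera with an estimated correlation, the other splits of the libraries, thinning, the removal of abundant genes and the unshared control libraries were not. The edgeR test recovered 99.5% of these 200 genes with 4 false calls. It made 0 calls in the unchanged AMPKβ1-/- contrast and found 100% of the interactions with 6 false calls. The 200 genes were drawn from the more abundant genes, and their changes were larger than the median change of the DEGs in WT. The recovery therefore does not apply to smaller changes or to genes of low counts. With a GC trend added to the simulated libraries there were 66 false calls, and 4 once the offset removed it. With no gene changed the 4 contrasts gave 0 calls. Of 100 lists of unchanged genes, 0 had a camera p below 0.05. The simulated genes varied independently, so this does not test camera where genes vary together across libraries. In the data a split of the WT libraries other than the real one gave the ribosomal protein list a camera p of 7.23e-23.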

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

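Of the tests of explanations in this part, the other splits of the libraries for the counts of DEGs and the test of the GC trend on the genotype comparison were set beforehand, as were the interaction, the list tests and the fits without a library or with the trend removed, and the others were chosen only after the results were seen.

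The response to PF differed between the genotypes for 17 genes, tested as an interaction in edgeR, a comparison the paper does not report gene by gene. Genes with a more positive response in WT than in AMPKβ1-/- BMDMs included *Gng4* (log2 difference 1.30), *Hsd17b7* (1.14), *Ccl4* (1.13), *Cd274* (1.10), *Insig1* (1.07), *Fabp5* (0.90), *Scd2* (0.90) and *Cyp51* (0.84). A more negative response was found for *Siglece* (−1.24), *Slco2b1* (−1.13), *Cx3cr1* (−0.995), *Bcl3* (−0.96), *Olfml3* (−0.92), *Trib1* (−0.87), *Fgd2* (−0.81) and *Fgr* (−0.81). Their adjusted p values ran from 0.000174 for *Cx3cr1* to 0.048 for *Gng4*. Only *Cx3cr1*, *Cyp51*, *Fabp5* and *Scd2*, 4 of the 17, kept an adjusted p below 0.05 in all 12 fits that each left out a library, and their highest adjusted p over all alternatives was 0.00185, 0.0466, 0.0364 and 0.0477. The count moved with single libraries, from 3 higher and 1 lower without AMPKβ1-/- vehicle library 2 to 59 and 25 without WT PF library 1.

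The tables argue against several technical explanations for these 17 genes as a set. With every library thinned to the smallest total 14 genes passed, and without the 100 most abundant genes 17 did, which argues against depth and against a few abundant genes as the cause. With the trend in GC content and gene length removed, 9 of the 17 remained among 29 genes, which argues against that trend as the whole cause. Of 100 splits drawn from the 200 that exchange vehicle and PF labels within the genotypes, 5, the real one included, gave as many genes. Of the other 4 splits, 3 kept the WT labels and so the response of WT, and such splits would give as many genes also where AMPKβ1-/- BMDMs do not respond. Of the 93 splits with other WT labels, 1 gave as many genes, with 69, so that 2 of 94 did with the real one, but the 6 WT libraries allow only 10 groupings, which these splits repeat. Of the 7 splits with the WT labels kept, 4 gave as many genes, the real one included, with up to 76. The grouping of the libraries of either genotype therefore stays open. A response that needs AMPKβ1 also stays open, since the design gives this difference.

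The cholesterol synthesis list responded more positively in WT (camera adjusted p = 7.57e-12, 18 of 20 genes, median log2 difference 0.53, range over the alternatives 3.49e-18 to 0.00146). Of its genes, 4 had an interaction adjusted p below 0.05 over all genes tested and 13 adjusted over the list alone. The difference held with fry (3.21e-05) and with an estimated correlation (0.00146). Depth, a few abundant genes and the GC and length trend are argued against as its cause. The adjusted p was 5.3e-12 with thinned libraries, 7.75e-12 without the abundant genes outside the lists and 3.49e-18 with that trend removed. Of 100 splits only 1, the real one, gave as small a camera p (unadjusted 7.565e-13). The next smallest was 2.47e-11, in a split that kept the WT labels. The 6 WT libraries allow only 10 groupings, which these splits repeat. The splits therefore cannot rule out the grouping of the libraries. In AMPKβ1-/- BMDMs 13 of the 20 genes fell (camera adjusted p = 0.0162, not below 0.05 with fry at 0.104, with an estimated correlation at 0.155, or without AMPKβ1-/- vehicle library 3 at 0.111, in a range of 0.00601 to 0.155). A response of the cholesterol synthesis genes that depends on AMPKβ1 is a candidate explanation and remains a hypothesis, since it was found and tested on the same libraries.

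The list of immediate early genes, most of them induced within minutes of a stimulus, responded more negatively in WT (camera adjusted p = 0.00051, 13 of 18 genes, median −0.28, range 9.41e-05 to 0.269). An interaction adjusted p below 0.05 was reached by 1 gene over all genes tested and by 7 adjusted over the list alone. The difference held with fry (0.0175) and not with an estimated correlation (0.269). Of 100 splits 4 gave as small a p. The adjusted p was 0.000998 with thinned libraries, 0.00044 without the abundant genes and 0.0115 with the GC and length trend removed, so depth, abundant genes and the trend are argued against as the whole cause. With the trend removed the median was −0.11, so the trend may account for part of the difference. Handling times of the plates could also move such genes and were not tested, so that a response through AMPKβ1 is 1 of several candidate explanations.

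The NF-κB and cytokine list also responded more negatively in WT (camera adjusted p = 0.00218, 18 of 25 genes, median −0.26, range 0.000469 to 0.393). An interaction adjusted p below 0.05 was reached by 2 of its genes, *Ccl4* and *Bcl3*, over all genes tested and by 14 adjusted over the list alone. The difference did not hold with fry (0.115) or with an estimated correlation (0.393). Of 100 splits 9 gave as small a p, so the grouping of the libraries stays open as an explanation. Depth (0.00213 with thinned libraries), abundant genes (0.00191 without them) and the GC and length trend (0.000612 once removed, with a median of −0.20) are argued against as the whole cause. A response that needs AMPKβ1 may underlie this difference, and stays open beside the grouping.

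For the lysosome list the difference was small (camera adjusted p = 0.0221, 18 of 24 genes more positive in WT, median 0.057), and it did not hold with fry (0.255) or an estimated correlation (0.393). The median of the list was 0.12 with scaling by library size alone and 0.11 with the GC and length trend removed. Of its genes 0 had an interaction adjusted p below 0.05, over all genes tested or adjusted over the list alone. Without WT vehicle library 2 or 3, WT PF library 1, AMPKβ1-/- vehicle library 1 or AMPKβ1-/- PF library 3 the adjusted p was 0.124, 0.086, 0.271, 0.126 or 0.0626, in a range of 0.000211 to 0.393 over the alternatives. Of 100 splits 23 gave as small a p, which leaves the grouping of the libraries as an explanation. The adjusted p was 0.0254 with thinned libraries, 0.0224 without the abundant genes and 0.000612 with the GC and length trend removed, which argues against these as the whole cause.

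For the ribosomal protein list the response was more positive in WT (camera adjusted p = 9.21e-07, 57 of 81 genes, median 0.19), and it did not hold with fry (0.281) or an estimated correlation (0.393). In WT alone 52 genes rose and 29 fell (0.011, with fry 0.383 and with an estimated correlation 0.757), and in AMPKβ1-/- BMDMs 15 rose and 66 fell (8.97e-06, with fry 0.692 and with an estimated correlation 0.611). Of 100 splits 41 gave as small a p, and with the GC and length trend removed the median difference was 0.0099 and the adjusted p 0.224, in a range of 1.39e-15 to 0.393 over the alternatives. The grouping of the libraries and that trend are thus both candidate explanations, while depth (4.34e-07 with thinned libraries) and abundant genes (1.05e-06 without them) are argued against. Of its genes 0 had an interaction adjusted p below 0.05, over all genes tested or adjusted over the list alone.

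The paper reports no comparison of the genotypes with vehicle, in which 1931 genes were DEGs, 1740 higher and 191 lower in AMPKβ1-/- BMDMs. The libraries of the genotypes did not overlap for 6810 genes (62.9%), where chance gives 10%. With scaling by library size alone the median log2 difference of all genes was 0.18, against −0.026, and 97.3% of the DEGs were then higher, against 90.1%. Among DEGs without overlap of the libraries the largest rises were those of *Capn11*, *Znf41-ps* and *Gm14295*, at the floor in WT and at least 5.87-fold, 5.33-fold and 3.66-fold higher in AMPKβ1-/- BMDMs, and the largest falls those of *Prkab1*, *Klk1b11* (−2.37, adjusted p = 3.36e-05) and *Gpx3* (−2.13, adjusted p = 4.95e-06). With the GC and length trend removed *Znf41-ps* had an adjusted p of 0.0559, in a range of 0.000186 to 0.0559. Reads shared with paralogs were not analysed for *Klk1b11*, *Gm14295* and *Znf41-ps*.

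A mislabelled genotype is argued against by *Prkab1*, with at most 9.42 CPM in an AMPKβ1-/- library. RNA from other cells as the cause of most of these DEGs is argued against by the low level of the markers of granulocytes, lymphoid cells and fibroblasts, whose highest group mean was 1.67 CPM (*Col1a2*). All 5 fibroblast markers were higher in AMPKβ1-/- than in WT with vehicle, as *Col1a1* with 1.55 against 0.34 CPM and *Col1a2* with 1.67 against 0.79 CPM, so that a trace of such RNA stays open. *Col1a1* had 37, 10 and 6 counts in AMPKβ1-/- vehicle libraries 1, 2 and 3. With libraries thinned to the smallest total 1889 genes passed, and without the 100 most abundant genes 1923 did, so depth and abundant genes are argued against. Only 1 of the 10 splits of the 6 libraries, the real one, gave as many DEGs, and the other splits gave 0, but 10 splits cannot give a share below 0.1. Over all 12 libraries the PCA genes gave a pseudo-F of 38.2 for the genotypes, and 1 of the 462 splits into 6 and 6, that by genotype, was as large (exact p = 0.00216, and 0.00216 with the GC and length trend removed). If the 12 libraries are independent, this argues against the grouping of the libraries as the whole cause of the difference between the genotypes. The paper's text does not state whether the libraries of a genotype come from separate mice or cultures, and shared ones would weaken this test. The trend in GC content and gene length may account for most of the count. The log2 differences had a Spearman correlation with GC content of −0.76 across genes, the median GC content was 42.8% for higher and 55.9% for lower DEGs, and 354 of the 1931 remained among 507 DEGs once the trend was removed. The slopes on GC content of the WT vehicle and AMPKβ1-/- vehicle libraries do not overlap, so the trend goes with the genotype, and a difference in RNA quality or library preparation between the genotypes and a true shift in expression both stay open. Removing the trend would also remove true differences that follow GC content.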

How the results depend on the processing

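The settings with adjusted p alone in DESeq2, thinned libraries, abundant genes removed and unshared control libraries were chosen after the results were seen; the others were not. The cause of a change was not tested, except where the setting itself gives it.

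For PF in WT, 125 higher and 40 lower DEGs stayed within 1.5 times with DESeq2's size factors in edgeR, upper quartile scaling, no filter, at least 10 counts in every library, limma-voom, the library number as a block, thinned libraries and without the 100 most abundant genes. Library size alone gave 188 and 26 (87.9% higher, against 75.8%), with a median log2 fold change of all genes of 0.086, against 0.0048. DESeq2 with all libraries gave 21 lower genes, with the WT libraries alone 65 and 16, and edgeR with the WT libraries alone 55 and 22. With the GC and length trend removed 26 were higher, and 22 with the block as well. Adjusted p alone gave 756 and 969 as it drops a threshold, or 1077 and 989 in DESeq2 and 492 and 550 in DESeq2 with the WT libraries alone. The test against a fold change of 0.8 (glmTreat) gave 0 and 0, with 38 and 24 at an unadjusted p below 0.05. Across the 6 fits that each left out a library there were from 22 (without WT PF library 3) to 387 (without WT PF library 1) higher and from 23 to 72 lower DEGs.

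For PF in AMPKβ1-/- BMDMs, 6 higher and 0 lower DEGs became 0 higher with library size alone, at least 10 counts in every library, the block and glmTreat (441, 354, 544 and 32 at an unadjusted p below 0.05). They became 29 and 1 with DESeq2, 47 and 1 with DESeq2 and 37 and 1 with edgeR on the AMPKβ1-/- libraries alone, 19 and 0 with limma-voom, 1 with block and trend removal, and 10 with thinned libraries. With adjusted p alone DESeq2 gave 45 and 1, or 112 and 7 on the AMPKβ1-/- libraries alone. Without one of the AMPKβ1-/- libraries there were 0 higher genes in 5 fits (from 270 to 462 at an unadjusted p below 0.05) and 6 without AMPKβ1-/- PF library 2. Without one of the WT libraries there were 0 without WT PF library 2 (439 at an unadjusted p below 0.05), 7 without WT vehicle library 3, 9 without WT PF library 1, 11 without WT vehicle library 1, 11 without WT vehicle library 2 and 17 without WT PF library 3. In these 12 fits 0 genes were lower (from 50 to 117 at an unadjusted p below 0.05). On the libraries of each genotype alone the counts of the genotypes are thus nearer to each other than in the joint fit.

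For the interaction, 9 and 8 genes became 19 and 17 with DESeq2, 20 lower with the trend removed, 16 lower with the block as well, 19 and 26 with adjusted p alone, and 0 and 0 with glmTreat (17 and 34 at an unadjusted p below 0.05). The 12 fits without a library gave from 3 (without AMPKβ1-/- vehicle library 2) to 59 (without WT PF library 1) higher and from 1 to 25 lower genes. For AMPKβ1-/- against WT with vehicle, 1740 and 191 DEGs became 64 lower with library size alone, 120 lower with at least 10 counts in every library, 341 higher with the trend removed (67.3% of the DEGs), 338 with the block as well, 3216 and 3249 with adjusted p alone and 563 and 19 with glmTreat. Without a library there were from 1411 to 1905 higher and 155 to 235 lower.

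PC1 and PC2 held 75.9% and 8.18% with all genes past the filter, 77.6% and 3.69% with log2 CPM, and 71.9% and 6.82% with the trend removed. Without a library they held from 88.6% to 91.5% and from 1.85% to 3.04%. The correlation of the PF responses was 0.404 with at least 10 counts in every library, 0.112 with the trend removed, 0.11 with DESeq2 and 0.437 for genes with a mean of at least 5 log2 CPM, and from 0.185 (without AMPKβ1-/- vehicle library 1) to 0.393 without a library. That of the WT response and the genotype difference was 0.326 with the trend removed, 0.512 with DESeq2 and 0.461 with unshared controls, and from 0.425 (without WT PF library 3) to 0.703 without a library.

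Among gene lists, the adjusted p of the NF-κB list was 0.632 in WT with an estimated correlation, and 0.393 and 0.115 in the interaction with an estimated correlation and fry. The lysosome list had 0.0176 in WT with the trend removed, and 0.393 and 0.255 in the interaction with an estimated correlation and fry. The fatty acid list had 0.00371 in the interaction with the trend removed. Core autophagy (0.445) and the Zfp genes (0.805) reversed direction in WT with the trend removed. Without a library the adjusted p ran from 0.00104 to 0.0572 (without WT vehicle library 3) for NF-κB in WT, from 0.0286 (without WT vehicle library 1) to 0.883 for lysosome in WT, from 0.0144 (without WT PF library 3) to 0.351 for fatty acid in the interaction, and from 0.000211 to 0.271 (without WT PF library 1) for lysosome in the interaction. For core autophagy it ran from 0.864 to 0.994 in WT, reversed without WT vehicle library 1 (0.871) and WT PF library 2 (0.909), and from 0.531 to 0.979 in the interaction, reversed without WT PF library 1 (0.979). The cholesterol list kept its direction and its side of the threshold in WT and in the interaction under all alternatives.

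Among single genes, *Insig2* (−0.023), *Prkab2* (−0.067), *Prkaa1* (−0.093), *Zfp638* (−0.16) and *Mrpl47* (−0.18) reversed in WT with the trend removed, *Prkab2* without WT PF library 3 (−0.043, of −0.043 to 0.37) and *Mrpl47* without WT PF library 2 (−0.056) and 3 (−0.072, of −0.072 to 0.45). Of the other results for single genes, 18 were weaker and 2 stronger with the trend removed, 12 weaker in fits to the libraries of a contrast alone, and 5 stronger with DESeq2. Without a library 526 were the same, 177 weaker and 14 stronger. The depth limits the genes at low counts, where a single count in 3 libraries decides a fold change, and 3 libraries in each group allow no exact p below 0.1.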

Differences from the paper's values

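The settings compared here were set before the data were examined, except where a sentence says otherwise. The paper reports 879 upregulated genes with PF-06409577 in WT BMDMs, and 125 were found here with the paper's threshold. The paper's methods describe DESeq2 as run on transcript-level values from Salmon. The counts here are per gene, so the inputs may differ, which could not be tested. Of the 20 alternatives set before the data were examined, 1 came within 1.5 times of the paper's value, an adjusted p below 0.05 alone without the fold change threshold, with 756 genes. The paper reports 674 downregulated genes, against 40 here, and the same alternative was again the only 1 of 20 to come within 1.5 times, with 969 genes. DESeq2 with all 12 libraries and the paper's threshold gave 134 and 21 genes, and DESeq2 with the WT libraries alone gave 65 and 16. DESeq2 with all 12 libraries and an adjusted p below 0.05 alone, chosen after seeing the values, gave 1077 and 989 genes and came within 1.5 times of both of the paper's values. DESeq2 with the WT libraries alone and an adjusted p below 0.05 alone, also chosen after seeing the values, gave 492 upregulated and 550 downregulated genes, of which only the second is within 1.5 times.

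For AMPKβ1-/- BMDMs the plot shows about 14 upregulated genes in Fig. 4C, read by eye, against 6 here. Of the 20 alternatives, which leave out libraries of AMPKβ1-/- BMDMs only, 1 came within 1.5 times, limma-voom with 19 genes. The joint fits without WT vehicle library 1, WT vehicle library 2 and WT PF library 3, read for this contrast after seeing the values, gave 11, 11 and 17 genes and also came within 1.5 times, as did libraries thinned to the smallest total, chosen after seeing the values, with 10. Downregulated genes number about 2 in Fig. 4C, read by eye, against 0 here (75 at an unadjusted p below 0.05), and 0 of the 20 alternatives came within 1.5 times. The nearest were DESeq2 and edgeR fits with 1 gene.

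The other values that could be compared differed by less than 1.5 times. PC1 holds about 87% of the variance in Fig. 4A, read by eye, and 90.3% here, and PC2 about 3.4% in Fig. 4A, read by eye, and 2.44% here. For PC2, 11 of the 15 alternatives were within 1.5 times, and those that were not included all genes past the filter (8.18%) and the GC and length trend removed (6.82%).

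The heatmap of Fig. 4D shows *Klf8* lower with PF in WT, and here it was higher, with a log2 fold change of 0.97. It was higher under each of its alternatives, from 0.61 to 1.12. The other 29 genes labelled in Fig. 4D went in the figure's direction here, and 27 of the 30 did with the GC and length trend removed. The legend of Fig. 4D calls its genes the top differentially regulated ones, while 0 of the 30 labelled were among the 50 smallest p values here and 11 were DEGs. The number of DEGs among the 30 was 12 with DESeq2's size factors in edgeR, 13 without WT vehicle library 2 and 12 without WT PF library 1. It was 4 with the GC and length trend removed, 5 with the WT libraries alone, 2 without WT vehicle library 1, 5 without WT vehicle library 3, and 3 without WT PF library 2 or 3. With DESeq2 it was 8 among the 17 of these genes that had an adjusted p.

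The paper names *Zfp322a* and *Klf7* among its most changed genes, and here they had adjusted p values of 0.169 and 0.348 in WT. No alternative brought either below 0.05, with lowest values of 0.115 and 0.0734. The paper names *Atg5* among upregulated genes, where the adjusted p here was 0.0553. It was below 0.05 with DESeq2 (0.0292), without WT vehicle library 2 (0.0205) and without WT PF library 1 (0.0269), in a range of 0.0205 to 0.443. For Insig the paper's text gives no number, and *Insig2* had an adjusted p of 0.134 here and 0.0245 without WT PF library 1, in a range of 0.0245 to 0.935, while *Insig1* was a DEG. Of the 17 genes named in the paper's RNA sequencing text that could be tested, 13 had an adjusted p below 0.05 and 3 were also past the fold change threshold (*Klf8*, *Hmgcs1* and *Insig1*), and with DESeq2 these counts were 14 and 3. Without WT PF library 1 they were 15 and 4, and without WT PF library 2 they were 7 and 2. With the GC and length trend removed they were 8 and 1, and in the edgeR fit to the WT libraries alone 7 and 2.

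The paper describes changes in AMPKβ1-/- BMDMs as minimal. Here the count of DEGs there depended on the fit, from 0 with at least 10 counts in every library (354 higher genes at an unadjusted p below 0.05) to 47 higher and 1 lower with DESeq2 on the AMPKβ1-/- libraries alone.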

Other observations

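Of the tests of explanations in this part, the other splits of the libraries for the DEG counts, the test of the GC trend on the DEGs in WT and the simulated sets were set beforehand, as were the list tests and correlations themselves, and the others were chosen only after the results were seen.

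Only 1 of the 10 splits of the 6 WT libraries, the real one, gave as many as 165 DEGs, and no other split gave more than 2. For the 6 DEGs of AMPKβ1-/- BMDMs 1 of 10 splits, the real one, gave as many, and the others at most 1. With 10 splits no share below 0.1 can be reached, so these splits alone cannot tell the grouping of the libraries apart from the treatment in either genotype. For WT, thinned libraries gave 162 DEGs, of which 122 were among the 165. Without the abundant genes there were 163 DEGs, of which 162 were among the 165. Depth and abundant genes are thus argued against as the cause of most of the 165 DEGs. The trend in GC content and gene length may account for most DEGs in WT, of which 35 remained once it was removed. Its slope did not differ between the WT groups beyond the spread of the libraries, so that a difference among libraries and a change with PF both stay open for the DEGs that were lost.

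The responses to PF in WT and AMPKβ1-/- BMDMs had a Pearson correlation across genes of 0.328 (Spearman 0.40), and genes are not independent replicates. In 20 simulated sets of unchanged groups this correlation had a mean of 0.011 and ran from −0.174 to 0.239. It was 0.185 without AMPKβ1-/- vehicle library 1, and 0.112 with the GC and length trend removed.

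The response to PF in WT and the difference of AMPKβ1-/- from WT with vehicle had a Pearson correlation across genes of 0.63, where genes are not independent replicates. Both use the WT vehicle libraries, and 20 simulated sets of unchanged groups that share such a control had a mean of 0.508, from 0.359 to 0.568. Over 6 splits of the WT vehicle libraries that left none shared, the correlation had a mean of 0.461, from 0.285 to 0.647, which argues against the shared control as the whole cause. With the GC and length trend removed as well, the mean was 0.0931, from −0.012 to 0.253, so that the trend is a candidate explanation for this relation. Of the 165 DEGs in WT, 95 were also DEGs between the genotypes, 92 of them in the same direction. Both sets of DEGs share the WT vehicle libraries, and their overlap was not compared with unchanged groups, so no relation is drawn from it.

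Of the 462 splits of the 12 libraries into 6 and 6, only 1, that by genotype, gave a pseudo-F as large (38.2, exact permutation p = 0.00216). If the libraries are independent, which the paper's text does not state, the separation of WT and AMPKβ1-/- libraries is not explained by their grouping alone. On PC1 it is not explained by the GC and length trend alone, since the gap between the nearest libraries was 10.1 once the trend was removed, against 11.1 with it, on a PC1 range of 27.7 against 46.5. Over the 500 genes of the PCA, 483 had a positive loading on PC1, and the median GC content of the 500 genes was 41.6%, against 50.8% for all genes of the table.

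A drift of the GC slope with the number of a library within its group was tested with an exact permutation test of the numbers within the groups (two-sided, p = 0.0772). From library 1 to library 3 the slope changed by −0.21 and −0.45 in the WT vehicle and PF groups and by −0.26 and 0.076 in the AMPKβ1-/- vehicle and PF groups. A drift of this kind, for example with the order of preparation, cannot be told apart from differences among single libraries with 3 libraries in each group, and no batch or date is given for them.

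The Zfp zinc finger genes rose in AMPKβ1-/- against WT with vehicle, with 224 of 297 higher, a median log2 difference of 0.70 (camera adjusted p = 3.97e-06) and 129 higher and 1 lower DEGs. With the GC and length trend removed the median was 0.22 (6.45e-05). With an estimated correlation the adjusted p was 0.22, and with fry 0.000205. In WT with PF 182 rose and 115 fell (camera adjusted p = 0.458), with 5 DEGs, and 29 genes had an adjusted p below 0.05 over all genes tested and 12 adjusted over the list alone. With the trend removed the direction in WT reversed, to a median of −0.014. In AMPKβ1-/- BMDMs with PF 212 of the 297 rose (camera adjusted p = 1.18e-07, and 0.00229 with the trend removed), which did not hold with fry (0.104) or an estimated correlation (0.155).

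The cholesterol synthesis genes were lower in AMPKβ1-/- than in WT with vehicle, with 16 of 20 lower and a median log2 difference of −0.46 (camera adjusted p = 0.00459, not below 0.05 with an estimated correlation at 0.194, range over the alternatives 5.45e-07 to 0.194), or −0.25 with scaling by library size alone. The lysosome genes were lower as well, 20 of 24 with a median of −0.42 (0.000123, not with an estimated correlation at 0.28), or −0.21 with scaling by library size alone. They fell with PF in AMPKβ1-/- BMDMs in 19 of 24 (median −0.067, 0.0174, not with fry at 0.612, an estimated correlation at 0.611 or the trend removed at 0.0512). Fatty acid synthesis genes fell there too, 11 of 13 (median −0.072, 0.0406, not with fry at 0.349, an estimated correlation at 0.331 or the trend removed at 0.0512). Against WT with vehicle, 60 of 81 ribosomal protein genes (median −0.28, 0.000288) and 13 of 14 ATF4 targets (−0.41, 0.00995) were also lower. Both differences held with fry (0.0174 and 0.000295), not with an estimated correlation (0.49 and 0.28) or the trend removed (0.1 and 0.152). The NF-κB and cytokine genes had a median of −0.0088 with PF in AMPKβ1-/- BMDMs (0.987), which was 0.0097 with scaling by library size alone.

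The remaining lists gave these results in WT with PF. Of 18 immediate early genes 13 fell and 5 rose, with a median of −0.24 (camera adjusted p = 0.0112, range 0.00178 to 0.632), and 7 had an adjusted p below 0.05 over all genes tested and 13 adjusted over the list alone. The fall held with fry (0.0091) and not with an estimated correlation (0.632), the trend removed (0.235) or WT vehicle library 3 left out (0.0572). Among them *Nr4a1* was a DEG (−1.05, adjusted p = 0.00149). Of 14 ATF4 targets 9 rose, with a median of 0.21 (0.396), and 3 and 4 had an adjusted p below 0.05 over all genes and adjusted over the list alone. With the trend removed their adjusted p was 0.00938, and without WT PF library 3 it was 0.0296, in a range of 0.00938 to 0.864. Ribosomal protein genes lost their rise in WT with fry (0.383), with an estimated correlation (0.757), with the trend removed (0.805), without WT vehicle library 3 (0.945) and without WT PF library 2 (0.174), in a range of 1.39e-08 to 0.945, and 10 of them had an adjusted p below 0.05 over all genes tested and 9 adjusted over the list alone. Of 13 histone genes 9 fell, with a median of −0.11 (0.458), and 1 and 0 had an adjusted p below 0.05 over all genes and adjusted over the list alone. In the interaction the core autophagy genes had a median of −0.0088 (0.708), the fatty acid synthesis genes 0.15 (0.0862), the ATF4 targets 0.22 (0.0862), the Zfp genes −0.099 (0.179) and the histone genes −0.14 (0.185). For core autophagy the adjusted p ran from 0.193 to 0.979 over the alternatives, and the others fell below 0.05 in some settings. With the trend removed the fatty acid synthesis genes had 0.00371, the ATF4 targets 0.00612 and the histone genes 0.0458. Without WT vehicle library 1 the ATF4 targets had 0.0402 and the Zfp genes 0.0288, without WT vehicle library 3 the fatty acid synthesis genes 0.0497, and without WT PF library 3 the fatty acid synthesis genes 0.0144, the ATF4 targets 0.00388 and the Zfp genes 0.0144. Without AMPKβ1-/- vehicle library 2 the fatty acid synthesis genes had 0.0244, and without AMPKβ1-/- PF library 2 the ATF4 targets 0.0495 and the Zfp genes 0.037. The ranges were 0.00371 to 0.393, 0.00388 to 0.501, 0.0144 to 0.566 and 0.0458 to 0.586 for the fatty acid synthesis, ATF4, Zfp and histone genes.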
